# Pregnancy-associated breast cancers are driven by differences in adipose stromal cells present during lactation

**DOI:** 10.1186/bcr3594

**Published:** 2014-01-09

**Authors:** Jessica McCready, Lisa M Arendt, Eugene Glover, Vandana Iyer, Jerrica L Briendel, Stephen R Lyle, Stephen P Naber, Daniel G Jay, Charlotte Kuperwasser

## Abstract

**Introduction:**

The prognosis of breast cancer is strongly influenced by the developmental stage of the breast when the tumor is diagnosed. Pregnancy-associated breast cancers (PABCs), cancers diagnosed during pregnancy, lactation, or in the first postpartum year, are typically found at an advanced stage, are more aggressive and have a poorer prognosis. Although the systemic and microenvironmental changes that occur during post-partum involution have been best recognized for their role in the pathogenesis of PABCs, epidemiological data indicate that PABCs diagnosed during lactation have an overall poorer prognosis than those diagnosed during involution. Thus, the physiologic and/or biological events during lactation may have a significant and unrecognized role in the pathobiology of PABCs.

**Methods:**

Syngeneic *in vivo* mouse models of PABC were used to examine the effects of system and stromal factors during pregnancy, lactation and involution on mammary tumorigenesis. Mammary adipose stromal cell (ASC) populations were isolated from mammary glands and examined by using a combination of *in vitro* and *in vivo* functional assays, gene expression analysis, and molecular and cellular assays. Specific findings were further investigated by immunohistochemistry in mammary glands of mice as well as in functional studies using ASCs from lactating mammary glands. Additional findings were further investigated using human clinical samples, human stromal cells and using *in vivo* xenograft assays.

**Results:**

ASCs present during lactation (ASC-Ls), but not during other mammary developmental stages, promote the growth of carcinoma cells and angiogenesis. ASCs-Ls are distinguished by their elevated expression of cellular retinoic acid binding protein-1 (crabp1), which regulates their ability to retain lipid. Human breast carcinoma-associated fibroblasts (CAFs) exhibit traits of ASC-Ls and express crabp1. Inhibition of crabp1in CAFs or in ASC-Ls abolished their tumor-promoting activity and also restored their ability to accumulate lipid.

**Conclusions:**

These findings imply that (1) PABC is a complex disease, which likely has different etiologies when diagnosed during different stages of pregnancy; (2) both systemic and local factors are important for the pathobiology of PABCs; and (3) the stromal changes during lactation play a distinct and important role in the etiology and pathogenesis of PABCs that differ from those during post-lactational involution.

## Introduction

The etiology and prognosis of breast cancer is complex with many factors contributing to both the lifetime risk of developing the disease and the aggressiveness of the disease once it is diagnosed. For example, breast cancers diagnosed in premenopausal women tend to be more aggressive than those diagnosed in postmenopausal women [1-3]. Likewise, pregnancy-associated breast cancers (PABCs), those diagnosed during pregnancy, lactation, or in the first postpartum year, are typically found at an advanced stage, have a higher incidence of lymph node metastases and are poorly differentiated [4-13].

Several hypotheses have been proposed to explain the etiology and pathobiology of PABCs. One hypothesis suggests that the elevated levels of circulating hormones present during pregnancy act on cancer cells to increase their biologic aggressiveness [4,13-15]. A second hypothesis suggests that the hormonal changes present during and following pregnancy increase vascularization and inflammatory cell recruitment, which together contribute to the adverse outcomes associated with PABCs [4,13,16].

Experimental support for the latter model comes from recent studies showing that implantation of cancer cells into the mammary glands of mice undergoing involution leads to accelerated tumor formation and metastasis through increased inflammation, matrix remodeling and angiogenesis [16-19]. Such experiments have emphasized the importance of involution on PABCs despite the fact that significant epidemiological data indicate that breast cancers diagnosed during lactation exhibit the most aggressive traits and an elevation in cause-specific death [10,13,15,20,21]. This association could not be explained by or adjusted for age, extent of disease or pregnancy hormones. Thus, the physiologic and/or biological events unique to lactation but not to other stages of pregnancy may have a significant and unrecognized role in the pathobiology of aggressive PABCs.

Lactation is a stage of mammary gland development associated with epithelial terminal differentiation and milk production. This stage is also associated with significant changes to the vasculature, the adipose tissue and the extracellular matrix [22,23]. During lactation, adipocyte and stromal remodeling is recognized for its importance in meeting the nutritional and metabolic demands of the expanding epithelium as well as in providing paracrine endocrine functions that are necessary for proper milk production [22,23]. Thus, it is highly plausible that these changes may be co-opted to meet the nutritional and metabolic needs of an expanding carcinoma leading to aggressive features; however, whether this is the case and whether it plays a role in PABCs is unclear.

In this study, we sought to study mammary stromal remodeling during development to examine its role in PABCs. Using a well-defined *in vivo* model of mammary gland development, we discovered that adipose tissue stromal cells (ASCs) present in the mammary gland during lactation provide novel insights into the phenotypic and functional diversity of stromal cells in development and reveal their importance in the pathogenesis of PABCs.

## Methods

### Cell lines and tissue culture

The 4T1-12B cell line [24] was obtained from Dr. Gary Sahagian (Tufts University), while the COMMA D cell line [25] was obtained from Dr. Daniel Medina (Baylor University) and the SUM159 cell line was obtained from Dr. Stephen Ethier (Kramanos Institute). NIH3T3 and 3T3-L1 cells were purchased from ATCC (Manassas, Virginia, USA). 4T1-12B, Comma D, NIH-3T3, and cells were cultured in (D)MEM with 10% fetal bovine serum and 1% Penicillan/Streptomycin/Fungicide (P/S?F)/S/F. SUM159 cells were cultured in Ham’s F12 with 5% calf serum, insulin (5 μg/mL) and hydrocortisone (5 μg/mL). CAF-L cells were generated as previously described [26,27]. 3T3-L1 and CAF-L cells were cultured in (D)MEM supplemented with 10% calf serum. All cells were grown at 37°C and 5% CO_2_. All cell lines were tested negative for mycoplasma (MilliPROBE, Millipore, Billerica, MA, USA); however, the identity of each cell line was not authenticated in our laboratory.

### Animals and surgery

All animal procedures were conducted in accordance with a protocol approved by the Tufts University Institutional Animal Care and Use Committee (IACUC). Colonies of Balb/c and NOD/SCID mice were maintained in-house. NOD/SCID mice were maintained under aseptic sterile conditions. All mice were given food and water *ad libitum*. Surgeries were performed under sterile conditions, and animals received antibiotics in the drinking water for two weeks after all surgical procedures.

For developmental studies (Figure 1C; Figure 2A-C), the fourth inguinal mammary glands were removed from eight-week old female Balb/c mice (nulliparous). For all other developmental stages, eight-week old female Balb/c mice were mated with eight-week old male Balb/c mice and males were removed after the mice tested positive for vaginal plugs. Glands were isolated from pregnant mice 10 days after vaginal plugs were present. Following parturition, pups were allowed to nurse for five days at which time lactating glands were isolated or ten days at which time pups were removed to induce synchronous mammary gland involution. Involuting mammary glands were isolated three days after pups were removed and regressed mammary glands were isolated 21 days after pup removal.

**Figure 1:**
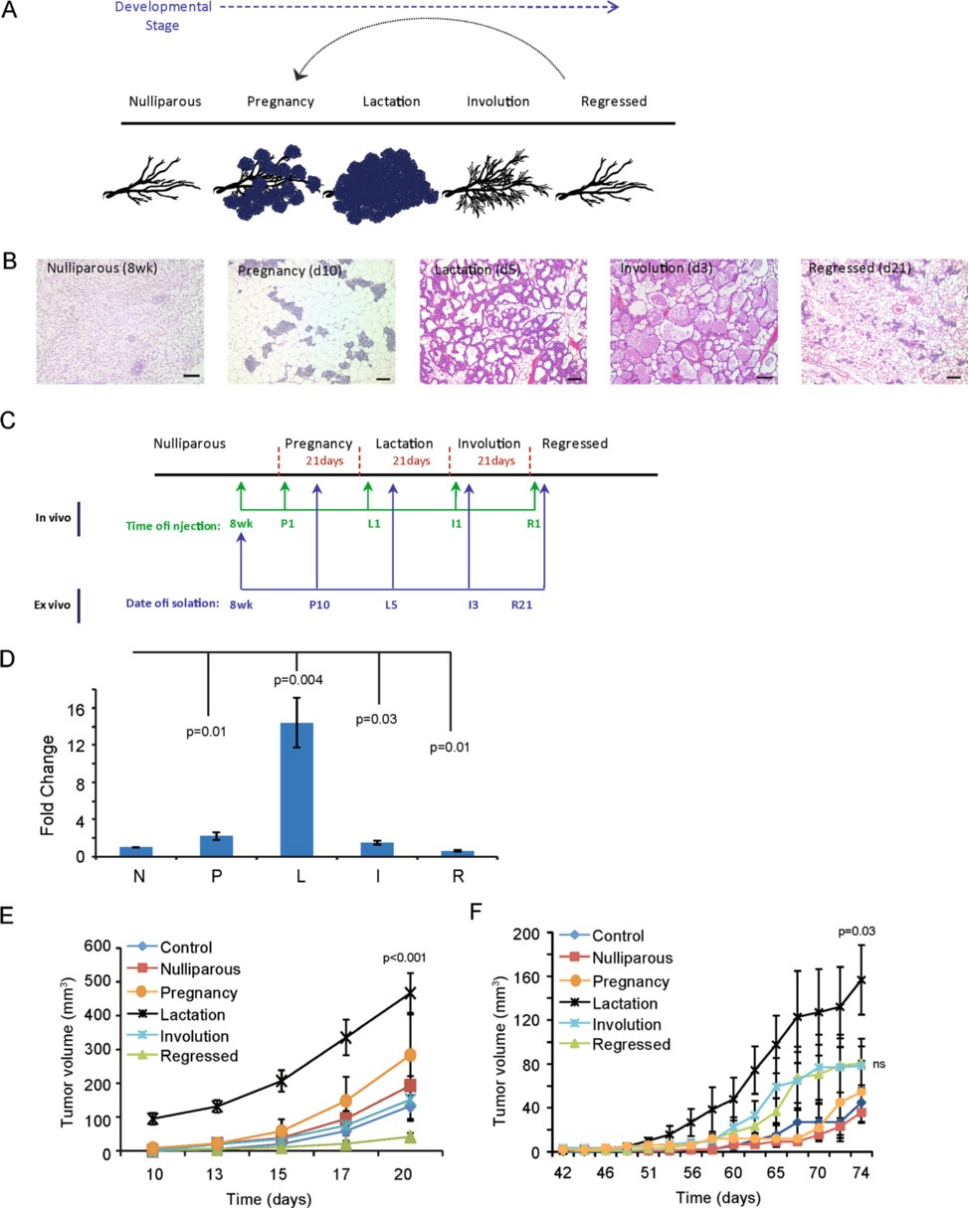
**Developmental stage of the mammary gland adipose tissue influences breast cancer growth. (A)** Schematic of stages of postnatal mammary gland development. **(B)** Representative H & E-stained sections of mammary glands isolated at five stages of development. Scale bar = 100 μm. **(C)** Diagram depicting experimental strategy and timepoints of *in vivo* mammary gland injections and adipose tissue isolation. See Methods for specific details. **(D)** 4 T1-12B cells were injected into the fourth inguinal fat pad of Balb/c mice at each developmental timepoint (n = 10 per group). Tumor weight was normalized to the nulliparous group. **(E)** The tumor growth curve of mice injected at eight weeks (nulliparous) of age with 4 T1-12B cells co-mixed with mouse adipose stromal cells (n = 10 per group). *P* values indicate significance compared to nulliparous mice. Data are means ± SEM. **(F)** Tumor growth curve of mice injected at eight weeks of age with COMMA-D cells co-mixed with mouse adipose stromal cells (n = 10 per group). *P* value indicates significance compared to nulliparous. Data are means ± SEM. SEM, standard error of the mean.

**Figure 2:**
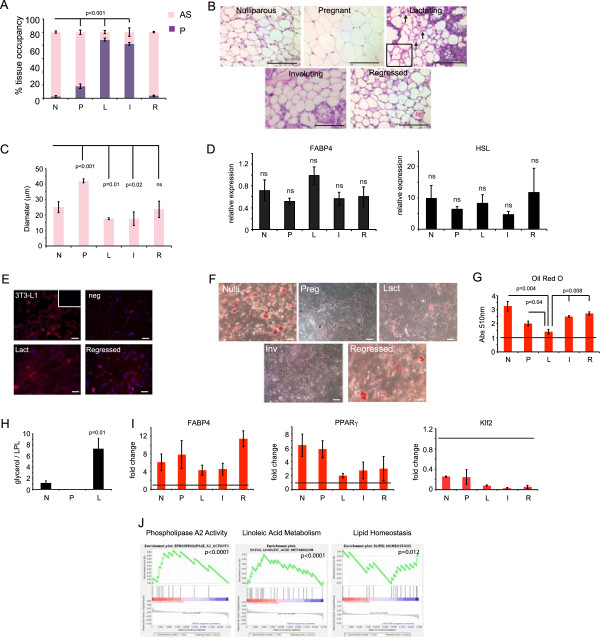
**Phenotypic modulation of adipocytes during mammary gland development. (A)** Quantification of percent area per tissue occupied by adipose stroma (AS) or parenchyma (P) using Spot software (n = 5 glands per stage). *P* values indicate significance compared to nulliparous. **(B)** Representative H & E-stained sections of mammary gland adipocytes isolated from non-diseased mice. Arrows indicate lipolytic adipocytes. **(C)** Average diameter (μm) of adipocytes. n = 3 glands per stage. *P* value indicates significance compared to nulliparous. **(D)** Quantitative RT-PCR of FABP4 and HSL expression in adipose stromal cells. Data are presented as average 2^(-ΔCt)^ ± SEM; n = 3 experiments. **(E)** Representative immunofluorescence images of adipose stromal cells isolated from lactating or regressed mammary gland and NIH3T3 cells (negative control), 3T3L1 cells (positive control) with inset (no primary) for FABP4 (red) and counterstained for nuclei with DAPI (blue) (n = 3 per group). **(F)** Representative images of Oil Red O staining and quantification **(G)** of adipose stromal cells. Line indicates untreated cells whose absorbance is set to one; n = 3 experiments. **(H)** Quantification of glycerol secreted by adipose stromal cells normalized to lipoprotein lipase RNA levels. n = 3 experiments. **(I)** Quantitative RT-PCR of Klf2, PPARγ, FABP4 in adipose stromal cells treated with adipocyte differentiation media. Data are presented as fold change in comparison to undifferentiated cells. Horizontal black line indicates undifferentiated cells set to one. Bars above the black line indicate an increase in expression compared to undifferentiated cells. Bars below the black line indicate a reduction in expression compared to undifferentiated cells. Data are presented as average 2^(-ΔΔCt)^ ± SEM. n = 3 experiments. **(J)** Gene set enrichment analysis of transcriptional signature of adipose stromal cells from lactating mice. Scale bar = 100 μm. All data are means ± SEM. DAPI, 4′,6-diamidino-2-phenylindole; SEM, standard error of the mean.

For tumor studies (Figure 1D-F), mice were monitored weekly until palpable tumors formed, and tumor growth was measured and recorded using calipers at least once per week thereafter. For direct injections (Figure 1D), female Balb/c mice were mated at eight-weeks of age and injected into the fourth inguinal mammary gland. Due to the large number of mice needed per group and the coordination required to have all the mice developmentally synchronized, not all groups were injected at the same time. Rather, for each developmental stage, a nulliparous cohort control group was injected in parallel on the same day as a particular developmental stage with identical 4 T1-12B cells. This strategy was employed to control for the different injection dates for each cohort and any possible differences in the biology of the same 4 T1-12B cells on a given day. 4 T1-12B cells were resuspended in 3:1 media/Matrigel solution and injected at a total of 5,000 cells per gland on the first day of each developmental stage. Since we intentionally utilized a tumor model that forms tumors in approximately three weeks, and pregnancy, lactation, and involution are all naturally approximately 21 days (three weeks) in the mouse [28], one is able to compare the effects of the developmental stages to tumorigenesis. Tumors were extracted and weighed at 21 days. For co-mix experiments (Figure 1E-F) cells were resuspended in 3:1 media/Matrigel solution (5,000 4 T1-12B : 750,000 adipocytes; 250,000 Comma D : 750,000 adipocytes or 250,000 SUM159 : 750,000 CAF-L) and injected orthotopically into eight-week old nulliparous female Balb/c mice or eight-week nulliparous female NOD/SCID mice. Mice were monitored until palpable tumors formed, and tumor growth was measured and recorded using calipers two times a week thereafter. All tissues were embedded in either paraffin or optimal cutting temperature (OCT) compound, sectioned and stained for H & E at Tufts Medical Center.

### Primary tissue isolation and culture

All human breast tissue procurement for these experiments was obtained in compliance with the laws and institutional guidelines, as approved by the Institutional Review Board (IRB) committee from Tufts Medical Center and University of Massachusetts Medical School. Primary breast tumor tissues were obtained at Tufts Medical Center and University of Massachusetts Medical School. Disease-free breast tissues were obtained from discarded material of patients undergoing elective reduction mammoplasty at Tufts Medical Center and, therefore, informed consent is not required. Breast tissues were minced and enzymatically digested overnight with a mixture of collagenase and hyaluronidase as previously described [28,29]. Large clusters of undigested tissue were allowed to settle and the supernatant enriched for the adipocyte and stromal vascular factions. Cells were collected, washed and plated in serum containing medium to enrich for mammary adipose stromal cells (ASCs or carcinoma-associated fibroblasts (CAFs)). Cells were cultured in (D)MEM supplemented with 10% calf serum and 1% P/S/F for less than five passages.

Adipose stromal cells were isolated from mouse adipose tissue; it was divided into stromal and adipocyte fractions as described previously [30]. Briefly, freshly excised tissue from the fourth inguinal subcutaneous fat pads of Balb/c mice, was rinsed in PBS, minced and digested for 45 minutes to 1 hour at 37°C in collagenase and hyaluronidase. The fat pads were isolated from eight-week old female mice (nulliparous), or female mice that were mated and collected during pregnancy, lactation, involution, or following regression as described above. The floating adipocyte fraction and the stromal-vascular fraction were resuspended in (D)MEM and plated with 10% fetal bovine serum and 1% P/S/F. All *in vivo* and *in vitro* experiments with adipose tissue were performed with low passage cells (<3 passages).

### Differentiation assays

The adipocyte differentiation assay was conducted as follows: 100,000 low passage adipose stromal cells were plated into six-well dishes and allowed to grow to confluence in (D)MEM supplemented with 10% fetal bovine serum and P/S/F. Two days post confluence the cells were treated with differentiation media ((D)MEM supplemented with 10% fetal bovine serum, P/S/F, 0.5 mM IBMX (Sigma, St. Louis, MO, USA), 0.1 μM dexamethasone (Sigma) and 0.5 μg/mL insulin (Sigma) three times a week for 21 days. Cells were stained with Oil Red O, which was extracted and quantified as previously described [31]. Images were visualized using a Nikon Eclipse 80i inverted microscope and captured with Spot Imaging software (Diagnostic Instruments, Sterling Heights, MI, USA).

### Immunohistochemistry and immunofluorescence

LYVE-1 (1:100; Abcam, Cambridge, MA, USA) immunohistochemistry was performed on formalin-fixed, paraffin-embedded tissue sections with sodium citrate antigen retrieval, followed by detection with biotinylated secondary antibody (1:200 anti-rabbit; Vector Laboratories) and visualization with the Elite ABC Peroxidase Kit and DAB substrate (Vector Laboratories, Burlingame, CA, USA). Nuclei were counterstained for hematoxylin. Immunofluorescence on frozen tissue or cultured cells was performed on samples that were permeabilized with 0.1% Triton X-100 (Sigma) in PBS, washed and blocked in 1% BSA in PBS at ambient temperature. Samples were incubated with cellular retinoic acid binding protein-1 (crabp1) (1:250, Abcam), CD31 (1:100, Invitrogen, Carlsbad, CA, USA), pan-cytokeratin (1:100, DAKO, Carpinteria, CA, USA)) or FABP4 (1:200, Cell Signaling Technology, Danvers, MA, USA) overnight at 4°C. The fluorescence signal was detected using secondary antibodies (1:500 conjugated Alexa488 and Alexa588, Invitrogen). Nuclei were stained with 4′,6- diamidino-2-phynylindole (DAPI) and images were captured with the Spot imaging software system (Diagnostic Instruments, Inc.). Quantification was performed using ImageJ software. Immunofluorescence on frozen tissue sections was performed as previously described for crabp1 [32].

### Endothelial cell assays and culture

Primary mouse heart endothelial cells were obtained from the Center for Vascular Biology Research at Beth Israel Deaconess Medical Center. Briefly, hearts were isolated from 17-day-old Balb/c pups, minced and enzymatically digested with collagenase. Endothelial cells were extracted in a two-step immunomagnetic bead separation, first with CD31-coated beads (Pharmingen, San Diego, CA, USA) then with ICAM-coated beads (Pharmingen). Purified endothelial cells were cultured in (D)MEM, 20% fetal bovine serum, P/S/F, L-gln, NEAA, heparin, and endothelial cell growth supplement (Biomedical Technologies, Stoughton, MA, USA).

The human, umbilical cord endothelia cell (HUVEC) line was obtained from Dr. Guo-fu Hu (Tufts Medical Center) and cultured in endothelial cell media (Invitrogen) with 5% fetal bovine serum and basic fibroblast growth factor (bFGF) (20 ng/mL).

Conditioned media were collected from low passage adipose stromal cells isolated from three separate mice or three independent patients. Assays using mouse or human conditioned media were conducted identically.

In the proliferation assay, 50,000 endothelial cells were plated in a 24-well plate in growth media. Six hours after plating, cells were washed and treated with conditioned media from adipocytes. Cells were counted 36 hours after exposure to conditioned media.

In the wound healing assay, 300,000 endothelial cells were plated in a 12-well plate. Six hours after plating cells were washed and refed with (D)MEM supplemented with 2% fetal bovine serum. Twenty-four hours after plating, cells were washed with PBS, scratched with a pipet tip, treated with conditioned media and imaged (0 hour timepoint). Cells were imaged again six hours later. Wound closure was calculated using Spot software.

In the tube forming assay, 30,000 endothelial cells were plated onto a 96-well plate coated with Matrigel and treated with conditioned media from stromal cells. Five hours after plating, images were captured.

### Microarray

Total RNA was extracted from low passage adipose stromal cultures isolated from nulliparous, lactating and involuting mammary glands of female Balb/c mice (Figure 1B) with the RNAeasy Mini Kit (Qiagen, Valencia, CA, USA). Synthesis of cDNA from total RNA and hybridization/scanning of microarrays were performed with Affymetrix (Santa Clara, CA, USA) GeneChip products (Affy Mouse Gene 1.0 ST) as described in the GeneChip manual. Raw data files (.CEL) were converted into probe set values by Robust multi-array average normalization. Robust multi-array average expression values were computed from arrays using R and Bioconductor software. After normalization, genes not detected on all of the arrays and those with little variation (<0.05) in the signal across the arrays were removed from further consideration. To compare gene expression between different tissue phenotypes, linear models were derived using LIMMA, also part of the Bioconductor package. The significance levels of the comparisons were estimated by empirical Bayes methods. All microarray data can be accessed in the Gene Expression Omnibus (GEO) database using the accession number GSE53044.

For pathway analysis, gene set enrichment analysis was performed using the GenePattern gene set enrichment analysis (GSEA) module. Gene sets for the *mus musculus* genome were obtained from the Walter and Eliza Hall Institute (WEHI, Parkville VIC, Australia). Enriched gene sets with a false discovery rate (FDR) of less than 25% were identified as interesting. The normalized log 2 ratios of probes mapping to the same gene (defined by gene symbols) were averaged to generate independent expression estimates, and the resulting matrix data were median-centered.

### RT-PCR analysis

Total RNA was isolated and purified using a RNAeasy kit (Qiagen). RNA was reverse transcribed to cDNA using an iScript cDNA synthesis kit (Biorad, Hercules, CA, USA). Quantitative real-time PCR analysis was performed using SyBR Green and an iCycler thermocycler (Bio-Rad) and analyzed via the delta delta Ct method [33-35]. Primer sequences used for quantitative real-time PCR are listed in Additional file 1.

### Lipolysis assay

A total of 1,000 low passage ASCs were plated in a 96-well plate, allowed to grow to confluence for one week and then treated with differentiation media for three weeks. Glycerol levels were measured using the 3 T3-L1 lipolysis assay kit according to the manufacturer’s protocol (Zen-Bio, Research Triangle Park, NC, USA).

### Tumor necrosis quantification

Hematoxylin and eosin staining was performed on formalin-fixed, paraffin embedded tumor sections and necrosis was quantified across the entire tumor tissue using ImageJ software. Percent necrosis was calculated as the area of necrosis divided by the total area of the tumor.

### Statistical analysis

For the microarray, significance levels of the comparisons were estimated by empirical Bayes methods. All other analyses were done using a two-tailed Student’s t test.

## Results

### Local and systemic factors during lactation promote breast cancer

To study PABCs *in vivo*, we utilized a model we previously described [36] in which carcinoma cells are introduced directly into the fourth inguinal mammary glands of mice at the five major stages of postnatal development: post-pubertal (nulliparous), pregnancy, lactation, involution and upon full regression of the gland following involution (Figure 1A-C). To limit overlap of tumor growth across different developmental stages, we utilized a syngeneic model of triple negative basal like breast cancer that rapidly forms primary mammary carcinomas within three weeks (Figure 1C).

Consistent with earlier findings [16,19], 4 T1-12B carcinoma cells formed larger tumors in involuting mammary glands relative to nulliparous glands (*P* = 0.03) (Figure 1D). However, tumors harvested from pregnant and lactating mice were on average 3.5-fold larger than their counterparts in nulliparous mice (201 mg versus 58 mg; *P* <0.01) and 2-fold larger than in involuting mice (201 mg versus 98 mg; *P* = 0.045) (Figure 1D, Additional file 2). These results suggest that factors present during pregnancy and lactation contribute more strongly to tumor growth than during involution. Due to the aggressive nature of the 4 T1-12B model, no obvious histopathological differences were observed between 4 T1-12B tumors that formed between the different stages of mammary gland development.

Circulating levels of estrogen and progesterone are at their highest during pregnancy, while the levels of prolactin, a potent mitogen for breast cancer cells, are at their peak during pregnancy and lactation [37,38]. Since these hormones are powerful modulators of mammary epithelial cell proliferation, the accelerated breast tumor growth during pregnancy and lactation could be due to differences in systemic hormone levels. An alternative possibility is that local alterations in cellular composition and phenotypes within the mammary gland microenvironment could be sufficient to promote the observed increase in tumor growth during pregnancy and lactation. To evaluate the latter possibility, we co-mixed 4 T1-12B cells with the ASCs isolated from mice at each developmental stage and injected the co-mixture into nulliparous mice. Since nulliparous mice have comparable systemic hormone profiles, any differences in tumor growth would be attributable to the admixed stromal cells.

Although injection into mammary glands of pregnant, lactating and involuting mice accelerated tumor formation in the experiments above (Figure 1D), only ASCs derived from lactating mammary glands could accelerate 4 T1-12B mammary tumor growth in nulliparous mice (*P* <0.001, Figure 1E). To determine whether the difference in tumor growth rates might be associated with differential cell survival following implantation, injection sites of early 4 T1-12B tumors were evaluated and viable cells were observed within the mammary glands one week following injection, suggesting that the delay in early tumor growth was not due to immune clearance of cells or increased cell death. To test whether the tumor-enhancing effects of ASCs derived from lactating mammary glands extended to other breast epithelial models, we repeated the above experiment with COMMA-D cells, which are weakly to non-tumorigenic and when transformed also model triple negative basal like breast cancers [39]. While COMMA-D cells did not form large tumors when injected alone, they did grow slowly when co-mixed with ASCs from nulliparous, pregnant, involuting or regressed mammary glands. There was a trend towards faster growth in the tumors co-mixed with ASCs isolated from pregnant and involuting glands; however, this trend was not statistically significant. In contrast to ASCs from other stages of development, co-mixture with ASCs from lactating glands resulted in significant acceleration of tumor formation by COMMA-D cells (*P* = 0.03, Figure 1F). These findings indicate that while systemic factors likely play a key role in the development of tumors during pregnancy and involution, local alterations in either adipose stromal cell composition or function during lactation strongly contribute to breast cancer growth.

### Characterization of the adipose stroma during mammary gland development

The proportion of the mammary gland occupied by stroma is known to vary significantly depending on the differentiation state of the adjacent epithelium [22]. We, therefore, undertook a detailed histological and cellular analysis of the adipose stroma across the different stages of post-natal development to characterize stromal adipocyte remodeling during different mammary epithelial differentiation stages. Quantification of adipocyte occupancy revealed that they occupy the largest proportion of the gland in nulliparous and regressed glands (97.2% and 96.1%, respectively), while adipocytes comprise the smallest proportion of the gland during lactation (11.4%, *P* <0.001, Figure 2A). Adipocytes present in nulliparous and regressed tissues were variably sized and were both multilocular and unilocular (Figure 2B). In contrast, adipocytes present in pregnant mice were uniquely unilocular and significantly larger in size, consistent with a lipid storage phenotype (*P* <0.001, Figure 2C). Notably, adipocytes present in lactating tissues were markedly distinguishable from adipocytes in any other developmental stage. Not only were lactation-associated adipocytes significantly smaller in size (*P* = 0.01) but, more importantly, they exhibited features consistent with lipolysis [40] including prominent membrane folding and vesicle formation (Figure 2B arrows).

To examine further the mammary stroma, ASCs were isolated from mammary fat pads of several mice at different developmental stages. Although ASCs consist of heterogeneous populations of cell types including adipocyte stem cells, preadipocytes, mature adipocytes and other stromal cells, we found that the ASCs from all developmental stages isolated from three different mice all expressed similar levels of mature adipocyte markers including FABP4 and HSL (Figure 2D,E) indicating that the representation of mature adipocytes within the cultures was similar. However, when examined for their ability to accumulate and store lipid, Oil Red O staining revealed that ASCs from lactating glands failed to accumulate lipid while ASCs from nulliparous, pregnant, involuting and regressed glands all induced significant lipid accumulation under identical conditions (Figure 2F,G).

Since the lactating-derived ASCs failed to accumulate lipid, we reasoned this might be due to (1) the ability to retain lipid (lipid metabolism) differed between ASCs isolated from different developmental stages, (2) the induction of adipogenic differentiation differed between ASCs isolated from different developmental stages, or (3) there were significant differences in the representation of cell types within ASCs isolated from different developmental stages that could affect lipid accumulation. To evaluate these possibilities, we assayed ASCs from mammary glands of nulliparous, pregnant, lactating and regressed mice for lipolyis, adipogenesis and cellular composition.

Lipid metabolism is maintained by the highly regulated balance of lipogenesis and lipolysis [41]. During lipid catabolism, lipids are broken down into glycerol and free fatty acids, a process that can be measured biochemically. We quantified the levels of glycerol released from ASCs under differentiation conditions and compared them to the expression level of lipoprotein lipase, an enzyme required for lipogenesis [42]. ASCs isolated from lactating mammary glands exhibited a significantly higher ratio of lipolysis to lipogenesis compared to nulliparous- and pregnant-derived cells (*P* = 0.01, Figure 2H, Additional file 3).

Adipocyte differentiation involves a stepwise program triggered by the suppression of Klf2 expression with the concomitant induction of PPARγ and FABP4 [43]. We observed that ASCs isolated from all developmental stages, including lactation, were able to activate PPARγ and FABP4 expression and repress Klf2 expression in response to differentiation conditions (Figure 2I). However, compared to ASCs from other stages, the magnitude of PPARγ and FABP4 induction in ASCs from lactating and involuting mammary glands was reduced, suggestive of an attenuated, although not blocked, differentiation potential of adipocytes.

We examined ASC cultures for the presence of other contaminating mesenchymal cell types that could affect adipogenesis including preadipocytes (Pref1), endothelial cells (CD31), angioblasts (CD34), mesenchymal stem cells (Sca-1 and CD29) and macrophages (F4/80). However, no significant differences were observed between ASCs derived from lactating mammary glands compared to any of the other developmental stages that could account for their failure to undergo adipogenesis or lipid accumulation (Additional file 4). Furthermore, gene-expression profiling of ASCs from nulliparous, involuting and lactating mammary glands from multiple mice indicated that very few genes were differentially expressed (Additional files 5, 6 and 7). 

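Gene expression was profiled on 9 Affymetrix Mouse Gene 1.0 ST arrays, which measure each gene with probes spread along its transcript. The arrays hold 3 preparations of adipose stromal cells from each of 3 stages in female Balb/c mice. These stages were nulliparous mice at 8 weeks of age (ASC-Ns), mice at day 5 of lactation (ASC-Ls) and mice at day 3 of involution after 10 days of nursing (ASC-Is). The paper describes RNA from low passage cultures purified with an RNeasy kit, whereas the sample labels name Trizol and adipose stroma separated by digestion and centrifugation. The paper states that the cells came from multiple mice but not which mice stand behind each array, so that the p-values measure the spread between these preparations. The values analyzed are log2 signals per probe set. The paper states that they were normalized by robust multi-array average, while the submitters' notes name GCRMA and limma without versions. Array medians lay between 5.93 and 6.00. Across all probe sets tested, which are not independent replicates, arrays of the same stage correlated with r from 0.978 to 0.992 for ASC-Ns, from 0.968 to 0.982 for ASC-Ls and from 0.978 to 0.988 for ASC-Is. The test covered the 21762 probe sets that carried exactly 1 gene symbol, for 19930 genes. A further 1621 carried several symbols and 4965 carried none. Linear models with a mean for each stage were fitted to all 9 arrays with limma. A gene is said to have risen or fallen where its unadjusted p was under 0.05 and its change was at least 1.5-fold, the limits that every gene in Tables S1 to S3 meets. Gene lists were tested with camera, which compares the genes of a list with all other genes, at a preset correlation between genes of 0.01. Adjusted p-values of lists come from camera unless another setting is named. The removal of genes that were not detected on the arrays, which the paper describes, was not repeated here. The number of arrays limits the precision of every value.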

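Gch1, the first enzyme of tetrahydrobiopterin synthesis, was 2.52-fold higher in ASC-Ls than in ASC-Ns, with a log2 signal of 7.64 ± 1.01 (SD, n = 3) against 6.30 ± 0.40 (SD, n = 3). Ly6d and Tm4sf4, a pair of membrane proteins, rose by 0.86 and 0.89 on the log2 scale (standard errors 0.35 and 0.38). Among the largest falls in ASC-Ls were those of Sfrp4, a secreted modulator of Wnt signaling, which fell by 1.85 (standard error 0.72), and of the glycosyltransferase Galnt13, which fell by 1.63 (standard error 0.55). The protease inhibitor Serpinb1a fell by 1.61 (standard error 0.49), and the neurotransmitter receptor subunits Gabra3 and Gria4 changed by -1.54 and -1.48 (standard errors 0.43 and 0.46). Compared with ASC-Is, the myeloid lectin receptor Clec4d fell by 2.16 in ASC-Ls (standard error 0.57), Rgs1, a regulator of G protein signaling in leukocytes, fell by 1.90 (standard error 0.82), and Lilr4b, an inhibitory receptor of myeloid cells, fell by 1.84 (standard error 0.69). Lrrc15, a membrane protein of stromal fibroblasts, was 2.26-fold higher and Cyb561 was 1.56-fold higher in ASC-Ls than in ASC-Is. In ASC-Is, the probe set that Tables S1 and S3 name Mela was 39.6-fold higher than in ASC-Ns, with a log2 signal of 10.79 ± 1.91 (SD, n = 3) against 5.49 ± 2.20 (SD, n = 3), and the lowest ASC-I array lay 0.63 above the highest other array. It was 56.4-fold lower in ASC-Ls than in ASC-Is. The annotation used here pairs this probe set with Kcnma1, whose other probe set differed by -0.13 between these stages. Atp6v0d2, a subunit of the vacuolar proton pump, Ifitm6 and Acod1, the enzyme that makes itaconate in activated macrophages, rose in ASC-Is by 1.14, 0.99 and 0.94 (standard errors 0.48, 0.36 and 0.40). The matrix protein Sned1 was lower than in ASC-Ns both in ASC-Ls and in ASC-Is, with changes of -1.28 and -0.87 (standard error 0.28 for each). Megf10 fell by 0.92 in ASC-Is (standard error 0.34), and the predicted gene Gm24463 changed by -0.91, -0.92 and -0.99 in 5 probe sets, of which 2 pairs hold identical values. In all, 135 probe sets passed these limits between ASC-Ls and ASC-Ns, 36 higher and 99 lower in ASC-Ls. Between ASC-Ls and ASC-Is 99 passed, 15 higher and 84 lower in ASC-Ls, and 210 passed, 29 higher and 181 lower, with the replicate number as a block. Between ASC-Is and ASC-Ns 59 passed, 16 higher and 43 lower in ASC-Is. At an adjusted p under 0.05 limma called 0 probe sets in each comparison, and 752, 389 and 333 had an unadjusted p under 0.05, where chance alone gives 1088.1. The arrays of the stages compared did not overlap for 89 of the 135, 69 of the 99 and 42 of the 59 probe sets, and for 8.46%, 5.59% and 6.53% of all probe sets, where chance gives 10%. The counts moved by more than 1.5-fold without some single arrays, to 381, 455 and 247 between ASC-Ls and ASC-Ns without ASC-N replicate 3, ASC-L replicate 1 or ASC-L replicate 3, and to 372, 38 and 331 between ASC-Ls and ASC-Is without ASC-L replicate 1, ASC-I replicate 1 or ASC-I replicate 2. Between ASC-Is and ASC-Ns they moved to 38, 243, 98 and 110 without ASC-N replicate 1, ASC-N replicate 3, ASC-I replicate 2 or ASC-I replicate 3, and without both arrays of high epithelial signal, a setting chosen after the values were seen, the counts of the 3 comparisons were 179, 207 and 172. The excess of lower over higher probe sets also depended on single arrays, with 214 higher and 241 lower between ASC-Ls and ASC-Ns and 172 higher and 200 lower between ASC-Ls and ASC-Is without ASC-L replicate 1, and 20 higher and 18 lower between ASC-Is and ASC-Ns without ASC-N replicate 1.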

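Markers of epithelial cells and of macrophages differed between the arrays. The mean log2 signal of 24 markers of luminal epithelium was 8.13 in ASC-L replicate 2 and 7.03 in ASC-I replicate 2, and between 5.62 and 6.54 in the other arrays. These arrays also stood highest on the first principal component, at 63.1 and 35.3, which held 43.2% of the variance. Of the luminal markers, 23 were higher in ASC-Ls than in ASC-Ns, of which Elf3 and F11r rose by 0.61 and 0.89 (standard errors 0.14 and 0.36) and 1 passed when adjusted over the list alone (adjusted p of the list = 0.00252, and adjusted p = 0.887 with an estimated correlation). Of 15 markers of basal epithelium 14 were higher and none rose (adjusted p = 0.00353, and adjusted p = 0.887 with an estimated correlation), and of 13 milk genes 11 were higher, of which Wap, a whey protein, was 1.75-fold higher (adjusted p = 0.00307, and adjusted p = 0.807 with an estimated correlation). Against ASC-Is, the adjusted p was 2.18e-05 for the luminal list and 0.0431 for the basal list (adjusted p = 0.855 and 0.934 with an estimated correlation), and for the milk genes it was 0.0702 without and 0.0326 with the replicate block (adjusted p = 0.892 with an estimated correlation and no block). Of 32 markers of macrophages and monocytes, 29 were lower in ASC-Ls than in ASC-Ns (adjusted p = 1.06e-08, and adjusted p = 0.886 with an estimated correlation). The ASC-N arrays differed in this list, with means of 7.47 and 7.37 in replicates 1 and 2 and of 5.74 in replicate 3, which lay below every ASC-L array. Of these markers 27 were higher in ASC-Is than in ASC-Ns (adjusted p = 3.92e-04, and adjusted p = 0.936 with an estimated correlation). The mean of the list over the ASC-I arrays was 7.30, below ASC-N replicates 1 and 2. With all arrays the direction therefore rests on the low ASC-N replicate 3. The lowest ASC-I array in this list was replicate 2, at 6.70, against 8.08 and 7.13 in replicates 1 and 3. Without ASC-L replicate 2 and ASC-I replicate 2, the median log2 change of ASC-Is against ASC-Ns was 0.75 (adjusted p = 1.03e-07), against 0.44 with all arrays. That fit keeps ASC-N replicate 3. Without ASC-L replicate 2, the adjusted p against the mean of ASC-Ns and ASC-Is was 0.464 for the luminal list and 0.259 for the basal list, with both lower in ASC-Ls, and 0.745 for the milk genes, where all arrays gave 3.88e-05, 0.00631 and 0.00643 (adjusted p = 0.797, 0.895 and 0.797 with an estimated correlation). Without both ASC-L replicate 2 and ASC-I replicate 2, the luminal list was still higher in ASC-Ls than in ASC-Is, with a median log2 change of 0.19 (adjusted p = 0.0288), but against ASC-Ns its median was -0.28 (adjusted p = 0.204). In that fit the luminal list was also lower in ASC-Is than in ASC-Ns, with a median of -0.28 (adjusted p = 1.75e-05). With all arrays the adjusted p of this comparison was 0.881, and 0.979 with an estimated correlation. The list means of ASC-I replicates 1 and 3 were 5.79 and 5.66. ASC-N replicate 3 lay below them, at 5.62, and ASC-N replicates 1 and 2 lay above them, at 6.54 and 6.49.

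**Figure D1:**
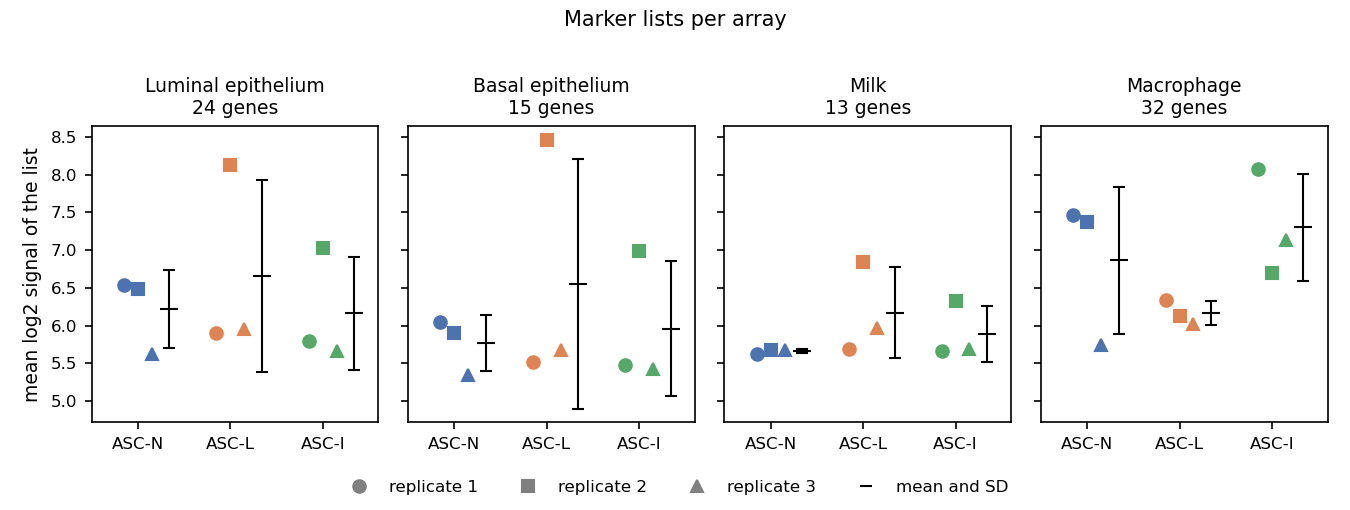
Mean log2 signal (vertical axis) of the marker lists of luminal epithelium, basal epithelium, milk and macrophages in each array, by stage, with the mean and SD of each stage. ASC-L replicate 2 and ASC-I replicate 2 are the highest arrays of their stages in the epithelial and milk lists, and in the macrophage list the ASC-L arrays lie between 6.02 and 6.33 and ASC-N replicate 3 lies below them at 5.74.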

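Slc2a4, the insulin-responsive glucose transporter of adipocytes, was 1.57-fold higher in ASC-Ls than in ASC-Ns, with a log2 signal of 6.30 ± 0.11 (SD, n = 3) against 5.65 ± 0.09 (SD, n = 3). Pparg, the transcription factor that drives adipocyte differentiation, fell by 0.96 in ASC-Ls (standard error 0.24), with 6.94 ± 0.30 (SD, n = 3) against 7.90 ± 0.33 (SD, n = 3), and fell by 0.83 in ASC-Is. No other gene among 21 measured markers of mature adipocytes passed the limits between ASC-Ls and ASC-Ns, and 2 passed when adjusted over the list alone, against 0 over all genes (adjusted p of the list = 0.702). Of 20 transcriptional regulators of adipogenesis, 16 were lower in ASC-Ls than in ASC-Ns, of which only Pparg fell (adjusted p = 0.00285, and adjusted p = 0.807 with an estimated correlation). Of 18 measured markers of preadipocytes and mesenchymal progenitors, 4 fell in ASC-Ls. Gdf10, a secreted factor of the BMP family, fell by 1.41 (standard error 0.54), and the receptor Pdgfra, which marks adipose progenitors, fell by 1.22 (standard error 0.51). The transcription factors Osr1 and Meox2 changed by -1.11 and -0.98 (standard errors 0.36 and 0.35), and 0 genes of the list passed when adjusted over the list alone (adjusted p of the list = 0.00962, and adjusted p = 0.807 with an estimated correlation). In ASC-Is, Meox2 and Mgp of this list changed by -0.90 and -1.03 (standard errors 0.35 and 0.42), and the adjusted p was 0.0149 for the progenitor markers and 0.00810 for the regulators of adipogenesis (adjusted p = 0.936 for each with an estimated correlation). No gene of 12 measured for lipolysis or of 21 for fatty acid and triglyceride synthesis passed between ASC-Ls and ASC-Ns (adjusted p = 0.702 and 0.983). The log2 signal of Pnpla2, the lipase that starts triglyceride breakdown, was 7.57 ± 0.23 (SD, n = 3) in ASC-Ls and 7.32 ± 0.03 (SD, n = 3) in ASC-Ns, and that of the desaturase Scd1 was 10.45 ± 0.37 (SD, n = 3) and 10.15 ± 0.53 (SD, n = 3). The study's phospholipase A2 set was compared between ASC-Ls and the mean of ASC-Ns and ASC-Is. Of its 11 measured genes, 8 were higher in ASC-Ls and none passed the limits, with a median log2 change of 0.13 (adjusted p = 0.0278, and adjusted p = 0.389 with an estimated correlation). Its member Pnpla3, a hydrolase of lipid droplets, had a log2 signal of 6.06 ± 0.06 (SD, n = 3) in ASC-Ls, 5.79 ± 0.04 (SD, n = 3) in ASC-Ns and 5.93 ± 0.06 (SD, n = 3) in ASC-Is. Of 24 measured genes of the study's linoleic acid set, 16 were higher and none passed the limits, with a median of 0.05 (adjusted p = 0.126). Its members Cyp3a13 and Cyp2c55, a pair of cytochrome P450 enzymes, had log2 signals of 3.97 ± 0.09 and 3.73 ± 0.07 in ASC-Ls against 3.72 ± 0.14 and 4.18 ± 0.07 in ASC-Ns (SD, n = 3 each). Of 13 measured genes of its lipid homeostasis set, 8 were higher, with a median of 0.08 and a mean of -0.01 (adjusted p = 0.488). Apoe of this set, a lipid carrier that macrophages also make, fell by 1.95 in ASC-Ls compared with ASC-Is (standard error 0.74), with a log2 signal of 8.42 ± 0.33 (SD, n = 3) against 10.36 ± 1.54 (SD, n = 3). The study reported enrichment of these sets in the same samples, so their counts are not independent evidence of direction. The mean log2 signal per array lay between 5.58 and 6.04 for the phospholipase A2 set and between 5.23 and 5.48 for the linoleic acid set. The array medians were 5.93 to 6.00, so both sets lay about or below the median signal. Whether their genes were detected was not tested. The phospholipase A2 set had adjusted p = 0.00773 against ASC-Ns alone (adjusted p = 0.276 with an estimated correlation) and 0.310 against ASC-Is alone. Against the mean of both it had 0.00432 without both arrays of high epithelial signal, and 0.0905, 0.0897, 0.314, 0.0799 and 0.0818 without ASC-N replicate 2, ASC-L replicate 1, ASC-L replicate 3, ASC-I replicate 1 or ASC-I replicate 2, whereas the linoleic acid set had 0.0358 and 0.00259 without ASC-N replicate 3 or ASC-L replicate 2. With an estimated correlation and all arrays, the linoleic acid set had adjusted p = 0.731. Without both arrays of high epithelial signal, the adjusted p between ASC-Ls and ASC-Ns was 0.0887 for the regulators of adipogenesis and 0.208 for the progenitor markers, and between ASC-Is and ASC-Ns it was 0.238 and 0.0585.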

GSEA further revealed that ASCs from lactating mammary glands were highly enriched in genes associated with adipocytes including linoleic acid metabolism (*P* <0.0001), phospholipase A2 activity (an enzyme that releases fatty acids from glycerol, *P* <0.0001) and lipid homeostasis (Figure 2J, *P* = 0.012). Together, these results suggest that ASCs from lactating mammary glands (hereafter termed lactation-derived adipose cells (ASC-Ls)) are enriched in adipocytes that are lipolytic, unable to accumulate lipid and are unable to fully execute the adipogenic differentiation program.

### Tumor-promoting functions of ASC-Ls

To determine the functional properties of ASC-Ls their gene expression signature was queried for known biological process by GSEA. 

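Lyz2, the lysozyme of macrophages, fell by 1.74 in ASC-Ls compared with ASC-Is (standard error 0.53), with a log2 signal of 9.71 ± 0.50 (SD, n = 3) against 11.45 ± 0.82 (SD, n = 3). Adgre1, which encodes the macrophage antigen F4/80, fell by 1.57 (standard error 0.55), and Cybb, the catalytic subunit of the phagocyte oxidase, fell by 1.81 (standard error 0.70). These are 3 of the 17 markers of macrophages and monocytes that fell between ASC-Is and ASC-Ls, and 31 of the 32 measured were lower in ASC-Ls (adjusted p = 1.63e-25, and adjusted p = 0.855 with an estimated correlation). Of the 32 markers, 18 are in Tables S1 to S3, which come from the same arrays, so these p-values are not independent evidence. The chemokines Ccl3, Ccl6 and Cxcl2, which attract monocytes and neutrophils, changed by -1.80, -1.21 and -1.14 in ASC-Ls compared with ASC-Is (standard errors 0.65, 0.53 and 0.45). They were the only ones of 25 chemokines to pass, and the adjusted p of the list was 0.0702 without and 0.00348 with the replicate block (adjusted p = 0.892 with an estimated correlation and no block). Il1b, the inflammatory cytokine interleukin 1β, was lower in ASC-Ls than in ASC-Is by a log2 change of -1.16 (standard error 0.49), and was the only one of 24 cytokines to pass (adjusted p of the list = 0.757 toward lower values, with a median of 0.02 and a mean of -0.01, and 0.386 between ASC-Ls and ASC-Ns). Compared with ASC-Ns, 6 of 30 measured cytokine receptors passed the limits. Cd40, a costimulatory receptor, was 2.07-fold higher in ASC-Ls, with a log2 signal of 7.52 ± 0.90 (SD, n = 3) against 6.47 ± 0.14 (SD, n = 3). Csf1r, the receptor that macrophages need to survive, fell by 1.07 (standard error 0.45), and Il1rl2, a receptor of interleukin 36, fell by 0.85 (standard error 0.35). The other receptors that fell were Pdgfra, which is also a progenitor marker, Cx3cr1, which like Csf1r is also on the macrophage list, and Il17ra, the one gene to pass when adjusted over the list alone. Of the receptors, 21 were lower in ASC-Ls than in ASC-Ns and 24 were lower than in ASC-Is, where none passed (adjusted p = 0.00285 and 1.98e-04, and adjusted p = 0.807 and 0.855 with an estimated correlation). In ASC-Is, Il7r, the receptor of interleukin 7, rose by 1.02 compared with ASC-Ns (standard error 0.43). Of 40 measured genes of structural matrix proteins, Tnc rose and Thbs3, a thrombospondin, fell by 0.65 between ASC-Ns and ASC-Ls (standard error 0.29), and 24 were lower in ASC-Ls (adjusted p of the list = 0.444). Prg4, a matrix lubricant, fell by 0.91 compared with ASC-Is (standard error 0.36). Of 27 measured genes of matrix proteases and matrix modification, P3h2, a collagen prolyl hydroxylase, rose in ASC-Ls and Adamts1, a matrix protease, fell by 0.75 (standard error 0.30), and 1 passed when adjusted over the list alone (adjusted p of the list = 0.464, with a median log2 change of -0.12 and a mean of 0.06). Against the mean of ASC-Ns and ASC-Is, the adjusted p was 0.317 for the structural and 0.438 for the remodeling genes. In the study's cytokine production set, 38 of 66 measured genes were higher in ASC-Ls and none passed, with a median log2 change of 0.02 and a mean of -0.02 (adjusted p = 0.773). Its member Sigirr, an inhibitor of interleukin 1 signaling, had a log2 signal of 5.95 ± 0.06 (SD, n = 3) in ASC-Ls and 5.65 ± 0.01 (SD, n = 3) in ASC-Ns, and the endosomal receptor Tlr8 had 4.56 ± 0.26 (SD, n = 3) and 5.22 ± 0.83 (SD, n = 3). The study reported this set as enriched in the same samples, which makes its count not independent evidence of direction. Against the mean of ASC-Ns and ASC-Is, the cytokine receptors had adjusted p = 0.0768 without ASC-L replicate 2, and against ASC-Ns alone they had 0.0887 without both arrays of high epithelial signal. Without ASC-L replicate 3, the structural matrix genes had adjusted p = 0.0364, the remodeling genes 0.00695 and the chemokines 1.51e-04, and the structural genes had 0.0474 without ASC-N replicate 3 and the chemokines 0.0354 without ASC-I replicate 1. In each of these the test pointed to lower values in ASC-Ls. With an estimated correlation and all arrays, the structural matrix, remodeling and chemokine lists each had adjusted p = 0.945 against the mean of ASC-Ns and ASC-Is. The cytokine receptors had adjusted p = 0.797 in the same test.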

ASC-Ls were enriched in genes involved in extracellular matrix production, immune/inflammatory response and cytokine-cytokine receptor interactions compared to nulliparous-derived adipose cells (ASC-Ns) or involuting derived adipose (ASC-Is) cells (Figure 3A, 3B; Additional files 8, 9, 10 and 11). In addition, compared to ASC-Ns or regressed-derived adipose cells (ASC-Rs), ASC-Ls were highly enriched in the gene set termed ‘tumor angiogenesis’ (*P* <0.0001) and, to a lesser degree, ‘angiogenesis’ (Figure 3A, 3B; Additional files 8, 9 and 10). This finding prompted us to assess whether the tumor promoting activity of ASC-Ls might be through angiogenesis.

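Pgf, which encodes placental growth factor, was 2.76-fold higher in ASC-Ls than in ASC-Ns, with a log2 signal of 8.17 ± 0.88 (SD, n = 3) against 6.70 ± 0.13 (SD, n = 3). It was also 2.56-fold higher in ASC-Is, at 8.06 ± 1.18 (SD, n = 3). The paper's RT-PCR of angiogenic factors included this gene, but it reports only VEGF-D and IL-6 as significantly elevated in ASC-Ls. Flt1, a receptor of placental growth factor and VEGF-A, rose by 0.82 in ASC-Ls compared with ASC-Ns (standard error 0.30), whereas Hgf, a growth factor for epithelium and endothelium, fell by 1.13 (standard error 0.46). Mdk, a heparin-binding growth factor, was higher in ASC-Ls than in ASC-Is by 0.78 on the log2 scale (standard error 0.26). Its relative Ptn fell by 0.80 in ASC-Is compared with ASC-Ns (standard error 0.35). These genes belong to a list of 33 measured angiogenic factors and receptors, in which 0 genes passed when adjusted over the list alone (adjusted p of the list = 0.743 for ASC-Ls against ASC-Ns and 0.918, toward lower values, against ASC-Is, with a median log2 change of 0.06 and a mean of -0.06). In the study's tumor angiogenesis set, 15 of 22 measured genes were higher in ASC-Ls than in the mean of ASC-Ns and ASC-Is and none passed the limits, with a median log2 change of 0.09 (adjusted p = 0.346). Its member Edn1, the vasoconstrictor endothelin 1, had a log2 signal of 8.16 ± 1.04 (SD, n = 3) in ASC-Ls, 7.30 ± 0.18 (SD, n = 3) in ASC-Ns and 7.63 ± 0.41 (SD, n = 3) in ASC-Is, and the kinase Fyn had 9.96 ± 0.19, 9.69 ± 0.07 and 9.75 ± 0.09 (SD, n = 3 each). The adjusted p of this set was 0.175 against ASC-Ns alone and 0.664 against ASC-Is alone. Enrichment of the set was reported by the study for the same samples, so that its count is not independent evidence of direction. Markers of endothelial cells were compared in the same way, and 14 of 16 were higher in ASC-Ls with none past the limits (adjusted p = 0.0881). Their mean log2 signal was 7.11 in ASC-L replicate 2, 6.66 in ASC-I replicate 2 and 6.83 in ASC-N replicate 1, and between 5.56 and 5.91 in the other arrays. Of 6 measured markers of lymphatic endothelium 5 were higher and none passed (adjusted p = 0.192). ASC-Rs were not analysed here. The mean log2 signal of the tumor angiogenesis set was highest in ASC-L replicate 2 and ASC-I replicate 2, at 9.17 and 8.85, and without both arrays its median log2 change was -0.11 against the mean of ASC-Ns and ASC-Is (adjusted p = 0.683) and -0.12 against ASC-Ns alone (adjusted p = 0.400). The set had adjusted p = 0.0496 without ASC-L replicate 3, and the endothelial markers had 3.80e-04, 0.00577, 0.00555 and 0.00902 without ASC-N replicate 1, ASC-L replicate 1, ASC-L replicate 3 or ASC-I replicate 2. Without both ASC-L replicate 2 and ASC-I replicate 2, the median of the endothelial markers was -0.01 (adjusted p = 0.953). Against ASC-Ns alone it was then -0.11 (adjusted p = 0.462). With an estimated correlation and all arrays, the adjusted p against the mean of ASC-Ns and ASC-Is was 0.731 for the tumor angiogenesis set and 0.945 for the endothelial markers.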

**Figure 3:**
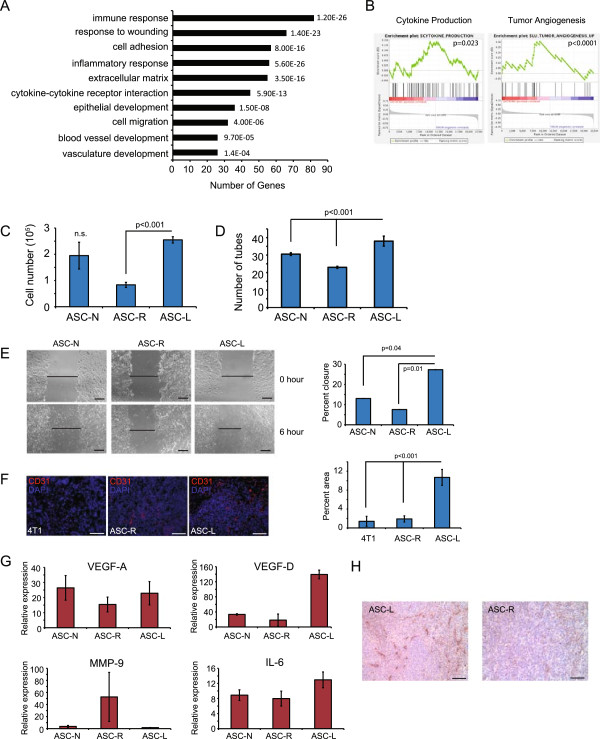
**ASC-Ls promote tumors through increased vasculogenesis. (A)** Gene ontology biological process categories associated with adipose stromal cells from lactating mice compared to mammary adipose stromal cells from nulliparous or involuting mice. The DAVID Functional Annotation Tool was used to define categories with an enrichment score >1.5, and the number of genes represented in the list and the *P* value of genes differentially expressed in the microarray are shown. **(B)** Gene set enrichment analysis indicates that ASC-Ls exhibit increased expression of genes associated with cytokine production and tumor angiogenesis. **(C-E)** Endothelial cell assays using primary mouse heart endothelial cells treated with conditioned media collected from ASCs isolated from nulliparous, lactating or regressed glands (ASC-N, ASC-L or ASC-R, respectively), n = 3 per group. Data are presented as means ± SEM **(C)** Proliferation assay day 3. Data are presented as means ± SEM. n = 3 experiments. **(D)** Quantification of tube formation assay four hours after plating. Data are presented as means ± SEM. n = 3 experiments. **(E)** Representative image and quantification of wound healing assay six hours after addition of conditioned media. Data are presented as means ± SEM. n = 3 experiments. **(F)** Representative immunofluorescence and quantification of 4 T1-12B tumors co-mixed with adipocytes for CD31 (red) and counterstained for nuclei with DAPI (blue) (n = 4 per group). Data presented as means ± SEM. **(G)** Quantitative RT-PCR of VEGF-A, VEGF-D, MMP-9 and IL-6 in ASC-N, ASC-R or ASC-L. Data are presented as average 2^(-ΔCt)^ ± SEM; n = 3 experiments. **(H)** Representative images of immunohistochemistry of 4 T1-12B tumors co-mixed with adipocytes for LYVE-1. n = 3 experiments. Scale bar = 100 μm. ASC-L, lactation-derived adipose stromal cells; ASC-N, nulliparous-derived adipose stromal cells; ASC-R, regressed-derived adipose stromal cells; DAPI, 4′,6-diamidino-2-phenylindole; MMP-9, matrix metalloproteinase 9; SEM, standard error of the mean; VEGF, vascular endothelial growth factor.

Primary mouse heart endothelial cells (MHECs) were treated with conditioned medium (CM) harvested from ASC-Ns, ASC-Rs or ASC-Ls and examined for proliferation, wound healing and tube formation. Increased proliferation of MHECs was observed following stimulation with CM from ASC-Ls (*P* <0.001) compared to cells treated with CM from ASC-Rs (Figure 3C). MHEC tube formation was also significantly augmented in the presence of CM from ASC-Ls compared to CM from ASC-Ns or ASC-Rs (*P* <0.001, Figure 3D, Additional file 12A). Furthermore, wound healing assays revealed that MHECs migrated significantly faster when treated with CM from ASC-Ls when compared to CM from ASC-Ns or ASC-Rs (*P* = 0.01, Figure 3E).

To determine if the increased angiogenic and inflammatory activity of ASC-Ls was contributing to their ability to accelerate tumor formation, 4 T1-12B cells were co-mixed with ASC-Rs or ASC-Ls and injected into nulliparous mice. Macrophage recruitment and tumor angiogenesis was assessed by immunofluorescence (IF). No significant difference was found in the number of F4/80 positive macrophages recruited to tumors derived from 4 T1-12B cells alone, 4 T1-12B cells co-mixed with ASC-Ls or 4 T1-12B cells co-mixed with ASC-Rs (Additional file 12B). However, there was a 10-fold increase in the number of CD31 positive endothelial cells present within tumors derived from 4 T1-12B cells co-mixed with ASC-Ls (*P* <0.001, Figure 3F) compared to tumors from 4 T1-12B cells alone or from 4 T1-12B cells co-mixed with ASC-Rs.

Given these findings, the expression of secreted pro-angiogenic growth factors implicated in angiogenesis (vascular endothelial growth factor-A, -C, -D (VEGF-A, VEGF-C, VEGF-D), matrix metalloproteinase-9 (MMP-9), IL-6, placental-like growth factor (PlGF) and platelet-derived growth factor (PDGF-C)) was examined in ASC-Ls (Figure 3G and Additional file 12C). Only the levels of VEGF-D and IL-6 were significantly elevated in ASC-Ls compared to ASC-Ns or ASC-Rs. Consistent with the function of these factors, tumors derived from 4 T1-12B cells co-mixed with ASC-Ls showed an increase in Lyve-1 staining (a marker of lymphatic endothelial cells) compared to tumors derived from 4 T1-12B cells co-mixed with ASC-Rs (Figure 3H). Collectively, these results indicate that ASC-Ls accelerate tumor growth through their increased angiogenesis.

### Phenotypic modulation of ASC-Ls is regulated by crabp1

To determine how ASC-Ls are regulated, we conducted analyses of the ranked genes that were differentially expressed between ASC-Ls, ASC-Ns and ASC-Rs. In doing so, we found that crabp1 was one of the most significantly differentially expressed genes in ASC-Ls compared to ASC-Ns or ASC-Rs (Figure 4A). 

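Crabp1, which binds retinoic acid in the cytoplasm, was 3.34-fold higher in ASC-Ls than in ASC-Ns, with a log2 signal of 10.29 ± 0.76 (SD, n = 3) against 8.55 ± 0.54 (SD, n = 3). Compared with ASC-Is, at 8.68 ± 1.09 (SD, n = 3), it was 3.04-fold higher. Among the genes that rose in ASC-Ls it had the second largest change against ASC-Ns and the largest against ASC-Is. By p-value it ranked 139 and 99 among the 21762 probe sets of these comparisons (unadjusted limma p of 0.013 and 0.019). The exact permutation test gave a two-sided p = 0.1 for each comparison, the smallest that 3 arrays against 3 allow, and p = 0.0238 for ASC-Ls against the other 6 arrays. The study singled out Crabp1 on these same arrays, so that these p-values are not independent evidence of its difference. P3h2, listed as Leprel1 in Figure 4A, was 2.74-fold higher in ASC-Ls than in ASC-Ns and 2.82-fold higher than in ASC-Is, with log2 signals of 7.51 ± 0.68, 6.06 ± 0.33 and 6.02 ± 0.31 (SD, n = 3 each). Lipg, an endothelial lipase, was 1.82-fold and 1.61-fold higher, and Arap2, listed as Centd1, a regulator of small GTPases, rose by 0.85 and 0.76 on the log2 scale (standard error 0.27 for each). Rab27b, which acts in vesicle secretion, rose by 0.68 and 0.65 (standard error 0.27 for each), and the membrane protein Cystm1 was 1.52-fold and 1.50-fold higher. Crabp1, P3h2, Lipg, Arap2, Rab27b and Cystm1 were the 6 probe sets that rose in ASC-Ls in both comparisons, and 14 fell in both. Among the latter were Rac2, Nfam1, Plek and Cd300ld, which act in leukocytes, the lectin receptor Clec12a, which fell by 1.42 compared with ASC-Ns (standard error 0.51), and Aldh1a2. Of these shared probe sets, in Crabp1, P3h2, Lipg, Arap2, Cystm1, Resf1, Nfam1 and Gria4 every ASC-L array lay apart from all 6 other arrays. Independent lists of these sizes would share 0.0248 probe sets higher and 0.382 lower, but the same ASC-L arrays enter both comparisons and part of the overlap may come from them. In 100 simulated experiments with no change between stages, the comparisons shared 32.7 higher (range 17 to 47) and 32.6 lower (range 22 to 42), with 278 and 276 calls on average. The real lists of 135 and 99 probe sets are shorter than the simulated ones. The simulated counts therefore cannot tell whether sharing 6 and 14 is more or less than chance gives. Aldh1a2, the dehydrogenase that makes retinoic acid, fell by 1.74 compared with ASC-Ns (standard error 0.48) and changed by -1.16 compared with ASC-Is. Rarres1, a retinoic acid responsive gene, fell by 1.15 compared with ASC-Ns (standard error 0.32). No other gene of 25 measured for retinoid metabolism and signaling passed, and 0 passed when adjusted over the list alone (adjusted p of the list = 0.743, and 0.726 toward higher values against ASC-Is, with a median of 0.10 and a mean of -0.02). Rps6ka2 and Stfa1 have no probe set with 1 symbol in the annotation used, and ASC-Rs were not analysed here. The unadjusted p of Crabp1 was 0.0501 and 0.0507 against ASC-Ns without ASC-N replicate 2 or ASC-L replicate 3, and 0.0729 and 0.0613 against ASC-Is without ASC-L replicate 3 or ASC-I replicate 1. Without ASC-L replicate 2, Arap2 was 1.46-fold and 1.38-fold higher than in ASC-Ns and ASC-Is, and Rab27b 1.38-fold and 1.35-fold, under the limit of 1.5-fold. Lipg was 1.44-fold higher than in ASC-Is without ASC-I replicate 1. P3h2 stayed above the limit, with its lowest values of 2.19-fold and 2.25-fold without ASC-L replicate 3. The 20 shared probe sets became 13, 10 and 97 without ASC-N replicates 1, 2 and 3, 197 and 33 without ASC-L replicates 1 and 3, 8 and 74 without ASC-I replicates 1 and 2, and 45 without both arrays of high epithelial signal. With the replicate number as a block they became 77.

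**Figure D2:**
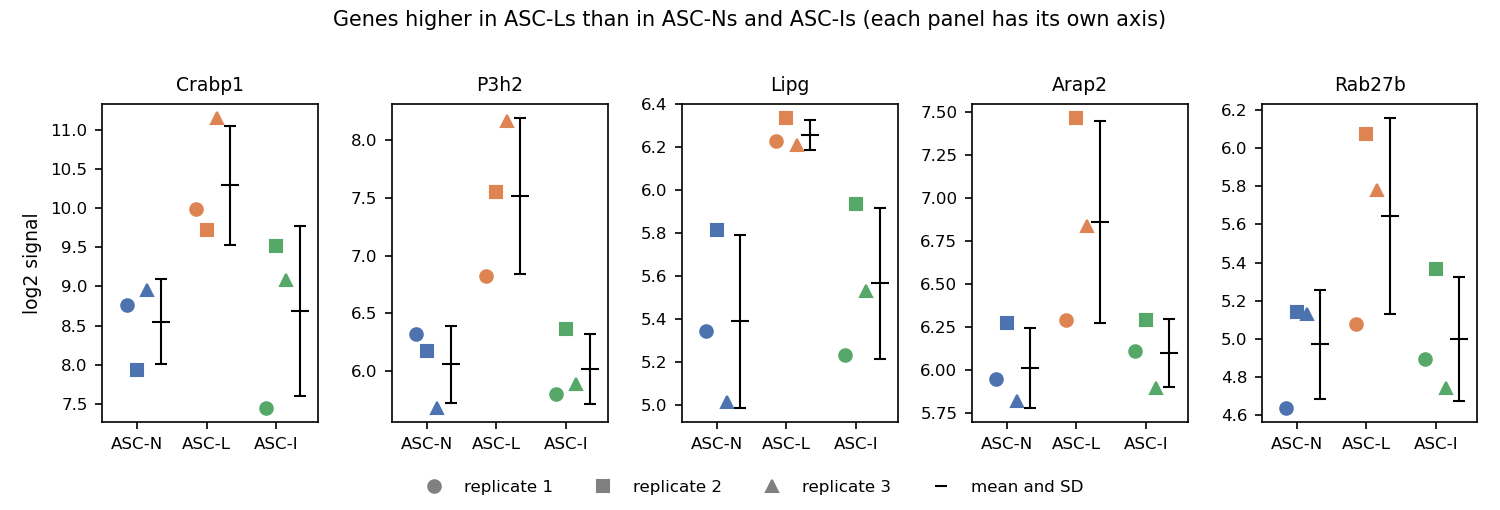
Log2 signal (vertical axis, separate for each panel) of Crabp1, P3h2, Lipg, Arap2 and Rab27b in each array, by stage, with the mean and SD of each stage. In the Crabp1 panel the mean of the ASC-L arrays is 10.29, against 8.55 for ASC-Ns and 8.68 for ASC-Is.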

Crabp1 has been well studied for its role as a binding protein for retinoic acid [44,45], but its role in regulating lipid metabolism or adipocyte differentiation is less well understood [46].

**Figure 4:**
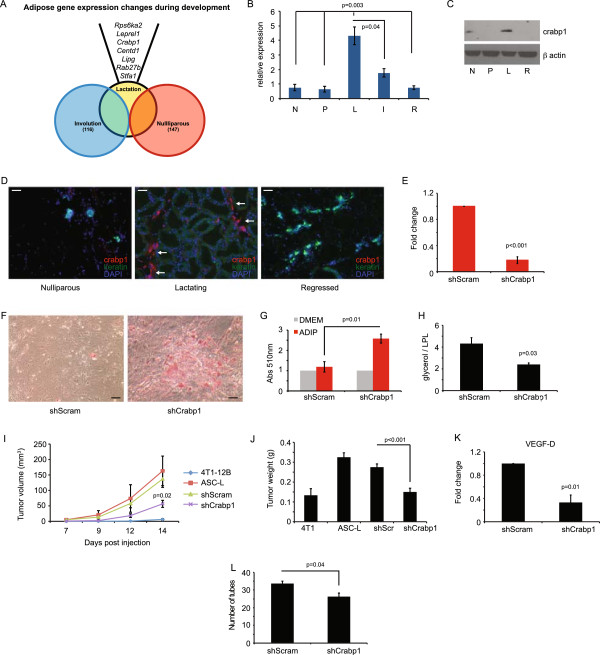
**Phenotypic modulation of adipocytes is regulated by Crabp1. (A)** Overlap of differentially regulated genes in adipocytes. **(B)** qRT-PCR of crabp1 transcript in adipocytes isolated from the fourth inguinal mammary gland. (N = nulliparous, P = pregnant, L = lactation, I = involution, R = regressed). Data are presented as average 2^(-ΔCt)^ ± SEM; n = 3 experiments. **(C)** Western blot of crabp1 protein in adipocytes as in **(B)**. **(D)** Immunofluorescence of crabp1 (red) and cytokeratin (green) in mammary glands; DAPI nuclear counterstain (blue). Arrows indicate adipocytes that are crabp1 positive. Scale bar = 100 μm. **(E)** qRT-PCR of crabp1 transcript in ASC-L treated with shRNA for crabp1 or scrambled control. Data are presented as average 2^(-ΔΔCt)^ ± SEM; n = 3 experiments. **(F)** Representative images of Oil Red O staining of ASC-L transduced with shRNA (crabp1 or scrambled control) and exposed to adipocyte differentiation media. **(G)** Quantification of Oil Red O staining from **(F)**. Data are presented as average absorbance ± SEM. Untreated cell absorbance is set to one; n = 3 experiments. **(H)** Quantification of glycerol secreted by ASCs normalized to lipoprotein lipase RNA levels. n = 3 experiments. **(I)** Tumor growth curve and tumor weight **(J)** of mice injected at eight weeks with 4 T1-12 B cells co-mixed with untreated ASC-L or ASC-L transduced with shRNA (crapb1 or scrambled control) (n = 10 per group). *P* value indicates significance compared to shScram-ASC-L. Data are means ± SEM. **(K)** qRT-PCR of VEGF-D in ASC-Ls transduced with shRNA for crabp1 or scrambled control. Data are presented as average 2^(-ΔΔCt)^ ± SEM; n = 3 experiments. **(L)** Quantification of tube formation of primary mouse heart endothelial cells treated with media collected from ASC-Ls transduced with shRNA (crabp1 or scrambled control). Data are presented as means ± SEM. n = 3 experiments. ASC-L, lactation-derived adipose stromal cells; crabp1, cellular retinoic acid binding protein-1; DAPI, 4′,6-diamidino-2-phenylindole; SEM, standard error of the mean.

In agreement with the microarray analysis, we confirmed that crabp1 mRNA and protein levels were highly expressed in ASC-Ls (Figure 4B,C). Crabp1 mRNA was overexpressed approximately five-fold in ASC-Ls (L) compared to any other developmental stage (N, P, R: *P* = 0.003; I: *P* = 0.04). Likewise, crabp1 protein was most abundantly expressed in ASC-Ls. Crabp1 expression was also examined within mammary tissues from different developmental stages by IF (Figure 4D). Abundant levels of crabp1 protein expression were found localized within adipocytes in mammary glands during lactation (arrows) but not in adipocytes from mammary glands of nulliparous or regressed mice.

To determine whether crabp1 expression is directly regulating the adipogenic phenotype of ASC-Ls, lentiviral-mediated short hairpin-inhibition was used to target crabp1 expression. Crabp1 gene expression was reduced by 86% when compared to cells treated with scrambled shRNAs (*P* = 0.01; Figure 4E). Crabp1 inhibition led to a dramatic increase in lipid accumulation under differentiation conditions (Figure 4F,G). Furthermore, inhibition of crabp1 expression resulted in a marked decrease in the levels of glycerol release relative to lipoprotein lipase expression from cultures of adipocytes upon differentiation compared to control ASC-Ls (Figure 4H, *P* = 0.03).

To determine whether phenotypic modulation though crabp1 was responsible for the tumor promoting ability of ASC-Ls, 4 T1-12B tumor cells were co-mixed with ASC-Ls in which crabp1 was inhibited and injected into nulliparous mice. Tumor cells co-mixed with shCrabp1-ASC-Ls grew significantly slower (*P* = 0.02, Figure 4I) and were significantly smaller (*P* <*0*.001, Figure 4J) than tumors derived from 4 T1-12B cells co-mixed with either control ASC-Ls or shScram-ASC-Ls. In addition a three-fold decrease in VEGF-D expression was observed upon inhibition of crabp1 expression when compared to shScram-ASC-Ls cells (*P* = 0.01, Figure 4K). Endothelial tube formation was also inhibited in endothelial cells treated with media isolated from shCrabp1-ASC-L cells (Figure 4L). Taken together, these findings indicate that the tumor promoting phenotype of ASC-Ls, which can be modulated by crabp1, is important for angiogenesis.

### Breast carcinoma-associated fibroblasts phenocopy ASC-Ls

In examining the functional properties of ASC-Ls, GSEA revealed that ASC-Ls were unexpectedly enriched in genes expressed in CAFs (Figure 5A, *P* = 0.03). Additionally, an enrichment of genes associated with tumorigenesis (*P* = 0.01) and breast cancer progression (*P* = 0.04) was also found in ASC-Ls (Figure 5A and Additional files 13, 14 and 15). These findings suggest that CAFs may share similarities with ASC-Ls and likewise be regulated by the same mechanisms that regulate ASC-Ls. Indeed, consistent with their known angiogenic functions [47], CAF-CM significantly stimulated both the proliferation (*P* < 0.001, Figure 5G) and migration (*P* = 0.002, Figure 5H) of HUVECs compared to control cells isolated from disease-free reduction mammoplasty tissues.

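Tnc, which encodes tenascin C, a matrix glycoprotein of tumor stroma, was 1.63-fold higher in ASC-Ls than in ASC-Ns, with a log2 signal of 12.37 ± 0.43 (SD, n = 3) against 11.66 ± 0.18 (SD, n = 3). In ASC-Is its log2 signal was 11.81 ± 0.59 (SD, n = 3). It was the only one of 20 measured genes of the study's CAF set to pass the limits. Compared with ASC-Ns, 10 genes of the set were higher and 10 lower in ASC-Ls, with a median log2 change of -0.04 and a mean of 0.06 (adjusted p = 0.970). Compared with the mean of ASC-Ns and ASC-Is, 11 were higher and 9 lower, with a median of 0.08 (adjusted p = 0.773). The study reported the set as enriched in these samples, so that its count is not independent evidence of direction.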

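In the study's tumorigenesis set, 29 of 38 measured genes were higher in ASC-Ls than in ASC-Ns, with a median log2 change of 0.24. The matrix gene Tnc was the only member to pass the limits in this comparison (adjusted p of the set = 0.0131, and adjusted p = 0.276 with an estimated correlation). Compared with ASC-Is the median was 0.05 and Il1b was the only member to pass, with a log2 signal of 6.06 ± 0.97 (SD, n = 3) in ASC-Ls and 7.22 ± 0.31 (SD, n = 3) in ASC-Is (adjusted p of the set = 0.310). Il1b was also 2.34-fold higher in ASC-Is than in ASC-Ns. Against the mean of ASC-Ns and ASC-Is, 26 genes of the set were higher and 12 lower in ASC-Ls, with a median of 0.17 (adjusted p = 0.0367, and adjusted p = 0.389 with an estimated correlation). This set too was reported by the study for these samples, and its count is not independent evidence of direction. The breast cancer progression set was not analysed here. From the enrichment of such genes in ASC-Ls, the paper proposes that CAFs may resemble ASC-Ls and be regulated by the same mechanisms. The adjusted p against the mean of ASC-Ns and ASC-Is was 0.126 without both arrays of high epithelial signal, and 0.172 against ASC-Ns alone. Against the mean of both it was 0.0905, 0.109, 0.430, 0.314, 0.0799 and 0.0725 without ASC-N replicate 2, ASC-N replicate 3, ASC-L replicate 2, ASC-L replicate 3, ASC-I replicate 1 or ASC-I replicate 3.

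**Figure D3:**
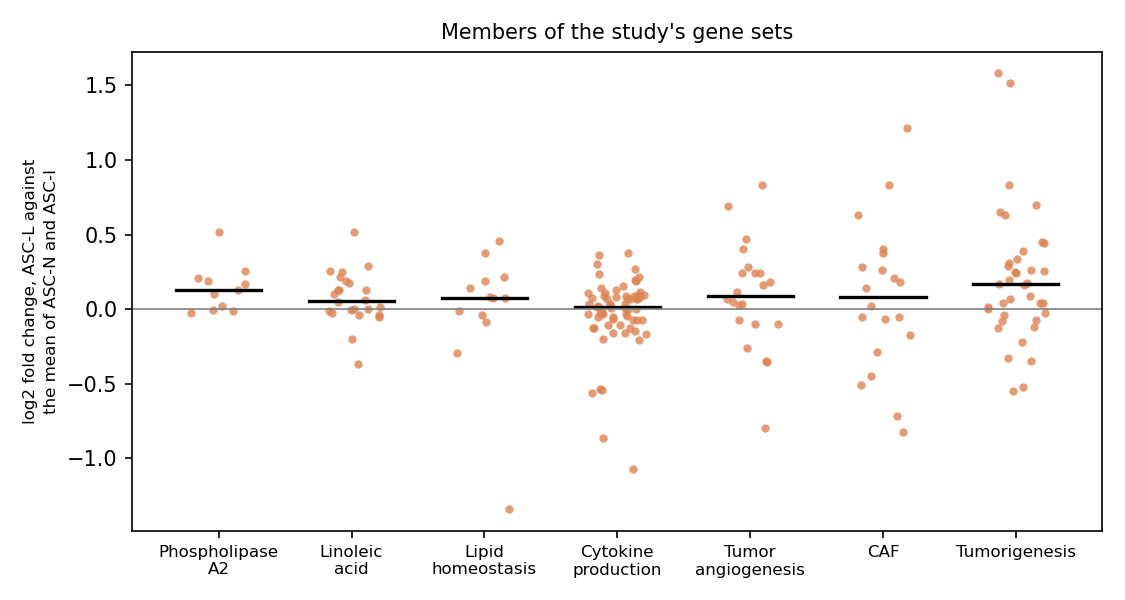
Log2 fold change of each measured member of the study's gene sets in ASC-Ls against the mean of ASC-Ns and ASC-Is (vertical axis), with a point for each gene and a line at the median of each set. The medians are 0.13 for phospholipase A2, 0.05 for linoleic acid, 0.08 for lipid homeostasis, 0.02 for cytokine production, 0.09 for tumor angiogenesis, 0.08 for CAF and 0.17 for tumorigenesis.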

**Figure 5:**
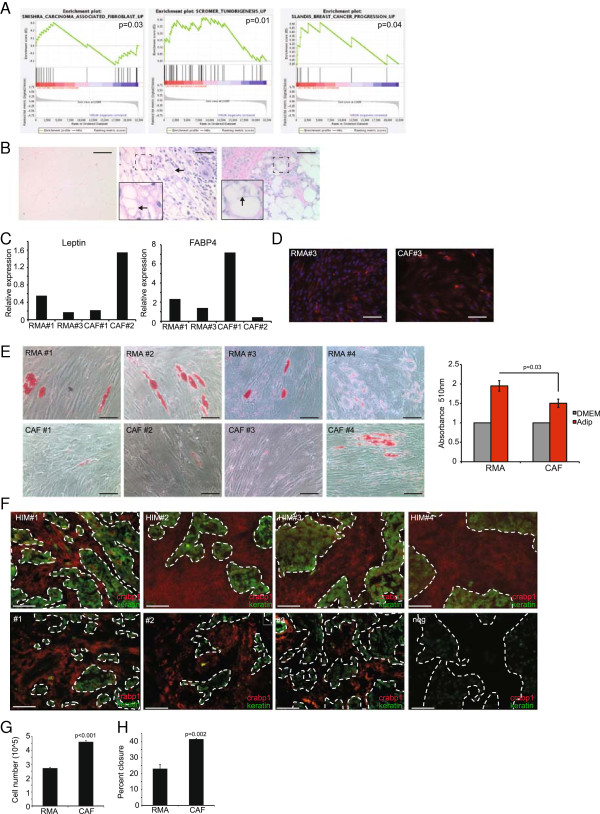
**CAFs phenocopy ASC-Ls. (A)** Gene sets enriched in ASC-Ls. **(B)** Representative H & E-stained sections of normal human mammary gland adipocytes (left), human mammary carcinoma (middle) and human xenograft breast cancer (right). Arrows and inset indicate prominent membrane folding. Scale bar = 100 μm. **(C)** Quantitative RT-PCR of leptin and FABP4 in RMA and CAFs from various patient samples. Data are presented as average 2^(-ΔΔCt)^ ± SEM. **(D)** Representative image of immunofluorescence of RMAs and CAFs for FABP4 (red) and counterstained for nuclei with DAPI (blue) (n = 3 per group). **(E)** Representative images of Oil Red O staining and quantification of adipose tissue from reduction mammoplasty (RMA) (n = 8) and carcinoma associated fibroblasts (CAF) (n = 6) treated with adipocyte differentiation media. Data are presented as average absorbance ± SEM. Untreated cell absorbance is set to one. **(F)** Immunofluorescence of human mammary carcinoma either as xenografts in the HIM model (n = 4) or primary human breast cancer tissues, n = 10. Crapb1 (red) cytokeratin (green) showing both positive (#1 to 3) and negative expression (neg). **(G-H)** Endothelial cell assays using HUVECs treated with conditioned media collected from RMAs or CAFs, n = 3 per group. Data are presented as means ± SEM. **(G)** Proliferation assay day 3. **(H)** Quantification of wound healing assay six hours after addition of conditioned media. Scale bar = 100 μm. ASC-L, lactation-derived adipose stromal cells; crabp1, cellular retinoic acid binding protein-1; DAPI, 4′,6-diamidino-2-phenylindole; HUVEC, human umbilical cord endothelial cells; SEM, standard error of the mean.

When examined for features of ASC-Ls including elevated crabp1expression, expression of adipocyte markers, features of lipolysis and a failure to undergo adipogenic differentiation, CAFs exhibited remarkable similarities to ASC-Ls. Compared to the normal adipose stroma of disease-free human breast tissue (Figure 5B left), the adipocytes adjacent to human xenografted tumors (Figure 5B middle) or adjacent to breast carcinomas in patient tumors (Figure 5B right) frequently exhibited features of lipolytic adipocytes including membrane blebbing and decreased adipocyte diameter. Isolated CAFs from breast tumor specimens (n = 6) were examined for the expression of adipocyte markers and lipid accumulation and compared to adipose cells isolated in the identical manner from reduction mammoplasty adipose (RMA, n = 8). Notably, CAFs expressed leptin and FABP4, two markers of mature adipocytes (Figure 5C, D), yet failed to accumulate lipid and undergo adipogenesis compared to RMAs (*P* = 0.03, Figure 5E).

Immunofluoresence of orthotopic xenograft breast tumors revealed that crabp1 expression was absent in tumor cells (green) but highly expressed within the desmoplastic fibroblastic tumor-associated stroma (red) in all samples tested (Figure 5F, Additional file 16). Crabp1 was also expressed within the tumor-associated stroma of patient-derived primary human breast cancer tissues (Figure 5F, Additional files 16, 17 and 18).

### Phenotypic modulation of CAFs is regulated by crabp1

Since these above findings indicate that CAFs exhibit many of the molecular and functional features of ASC-Ls, we wanted to determine whether the expression of crabp1 could also regulate the tumor promoting phenotype of CAFs. To this end, we generated CAF-like (CAF-L) cells as previously described [26], since we were unable to genetically manipulate primary CAFs due to their limited lifespan in culture. Consistent with prior findings [26], CAF-L cells exhibited many of the features of primary CAFs including the ability to accelerate tumor growth (*P* = 0.04, Figure 6A).

**Figure 6:**
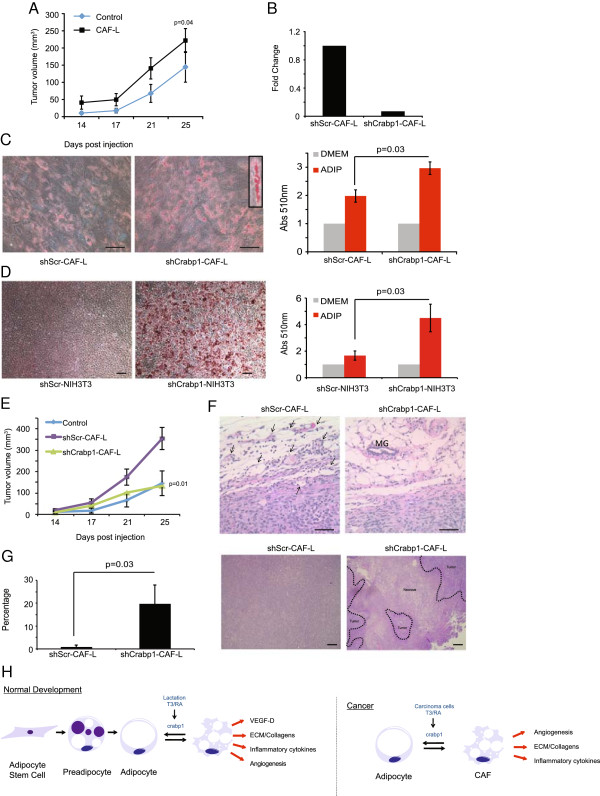
**Crabp1 regulates CAF phenotype. (A)** Tumor growth curve of mice injected at eight weeks of age with SUM159 cells co-mixed with CAF-L cells (n = 10 per group). *P* value indicates significance compared to SUM159 cells alone. Data are means ± SEM. **(B)** Quantitative RT-PCR of crabp1 in CAF-L cells transduced with shRNA for crabp1 or scrambled control. Data are presented as average 2^(-ΔΔCt^ ± SEM; n = 3. **(C)** Representative image of Oil Red O staining and quantification of CAF-L cells transduced with shRNA for crabp1 or scrambled control and exposed to adipocyte differentiation media. Data are presented as average absorbance ± SEM. Untreated cell absorbance is set to one; n = 3 experiments. Scale bar = 100 μm. **(D)** Representative image of Oil Red O staining and quantification of NIH3T3 cells treated with shRNA for crabp1 or scrambled control and exposed to adipocyte differentiation media. Data are presented as average absorbance ± SEM. Untreated cell absorbance is set to one; n = 3 experiments. Scale bar = 100 μm. **(E)** Tumor growth curve of mice injected at eight weeks of age with SUM159 cells co-mixed with CAF-L cells transduced with shRNA for crapb1 or scrambled control (n = 10 per group). *P* value indicates significance compared to shScr-CAF-L cells. Data are means ± SEM. **(F)** Representative H & E images of SUM159 tumors co-mixed with CAF-L cells. V = vessel; MG = mammary gland duct. Scale bar = 100 μm. **(G)** Representative images and quantification of the percentage of centralized tumor necrosis in SUM159 cells co-mixed with CAF-L cells transduced with shRNA for crapb1 or scrambled control (n = 5 per group). **(H)** Schematic of phenotypic modulation of adipocytes under physiologic (normal development) and pathologic (breast cancer progression) conditions. CAF-L, carcinoma-associated fibroblast-like; crabp1, cellular retinoic acid binding protein-1; SEM, standard error of the mean.

Inhibition of human crabp1 in CAF-L cells using lentiviral-mediated short hairpin led to a reduction of crabp1 gene expression by 96% compared to cells infected with control shRNA (shScr) (Figure 6B). Notably, inhibition of crabp1 in CAF-L cells led to increased intracellular lipid accumulation (*P* = 0.03, Figure 6C). To determine if phenotypic modulation of fibroblasts was restricted to CAF-L cells, we also inhibited crabp1 expression in NIH3T3 fibroblasts, which express abundant levels of crabp1 (Additional file 19). Similar to the findings in CAF-L cells, knockdown of crabp1 in NIH3T3 cells led to a dramatic induction of adipogenesis and accumulation of lipid under differentiation conditions (*P* = 0.03, Figure 6D).

To determine whether the phenotypic switch of CAFs affects their ability to promote tumor growth, the Basal B SUM159 breast cancer cell line was co-mixed with either shScr-CAF-L or shCrabp1-CAF-L cells and injected into NOD-SCID mice. Indeed, phenotypic modulation of CAF-L cells abolished their tumor promoting activity (Figure 6E, *P* = 0.01). This failure to accelerate SUM159 xenografts was attendant with a significant reduction in the density of the tumor-associated vasculature (Figure 6F) and resulted in extensive and significant regions of centralized tumor necrosis, which was essentially absent in tumors from SUM159 cells co-mixed with shScr-CAF-L cells (Figure 6G, *P* = 0.03). Since tumor necrosis is a well-established feature of limited angiogenesis, these findings, combined with those above, support the notion that crabp1 expression affects the tumor promoting activities of CAFs by modulating, in part, tumor angiogenesis.

## Discussion

It is well known that pregnancy and lactation confer long term protective effects in lowering the lifetime risk of developing breast cancer [48-50]. However, approximately 3% of women are diagnosed with breast cancer during pregnancy and lactation [13], and PABCs are more aggressive in nature compared to age-adjusted breast cancers within this age group [10,13,15,20,21]. Thus, a better understanding of the etiology and pathogenesis of PABCs is imperative for improved diagnosis and therapeutic strategies for pregnant and lactating women.

The systemic and microenvironmental changes during post-lactational involution have been best recognized for their role in the pathogenesis of PABCs [16,17,19,51,52]. In particular, studies have elucidated that the main drivers of tumor promotion in post-lactational involution are due to changes to the extracellular matrix as well as an infiltration of inflammatory macrophages. Our data demonstrate that the microenvironment of lactation may also play a role in progression of PABC. Significant epidemiological data indicate that PABCs diagnosed during lactation have an overall poorer prognosis than those diagnosed during involution [10,13,15,20,21]. However, these studies do not dissect the role of lactation specifically, by comparing breastfeeding and non-breastfeeding women. Further epidemiologic studies in these populations would clarify the relationship between lactation and involution in tumor promotion.

Consistent with the clinical observations, we found that breast cancer growth was significantly augmented when carcinoma cells were introduced into mammary glands of pregnant or lactating mice compared to cells injected into involuting mice. Our study is the first to assess the role of all stages of pregnancy on PABCs (Figure 1D-F). Data presented herein indicate that the lactating microenvironment is a strong driver of tumor progression suggesting that if a pre-existing tumor were present in the breast at the time of lactation, the lactating microenvironment could promote that tumor to be more aggressive than if the tumor were present during other stages of pregnancy. Our data show that ASCs present during lactation were the major affecters of breast tumorigenesis during this stage. It is important to note that lactating ASCs have never been implicated as a potential cause/promoter of increased aggressiveness. It also should be noted that these cells were isolated from non-diseased tissues yet they still have the ability to promote tumors when compared to any other stage of mammary gland development. These findings imply that both systemic and local factors are important for the pathobiology of PABCs and that the stromal changes during lactation under normal physiological conditions play a distinct and important role in the progression of PABCs that are different from those during post-lactational involution.

We found that lactating ASCs express increased levels of inflammatory cytokines, are highly angiogenic and are growth promoting. Furthermore, we found that expression of crabp1 in lactating ASCs was responsible for their failure to retain lipid and undergo adipogenesis. It is interesting that the abundance of such cells and their expression of crabp1 appear to be restricted to lactation and cancer. This suggests that the appearance of these ASCs may be important during conditions of high nutritional demand where they perform important functions to meet those demands (Figure 6H). Indeed, during pregnancy and lactation, the mammary gland undergoes a notable expansion in parenchyma when additional energy is required for cellular proliferation and expansion of the tissue (Figure 2). Likewise, during breast cancer growth, expanding carcinoma cells require further energy and angiogenic needs. By regulating lipogenesis and lipolysis, adipocytes can maintain the appropriate energy balance necessary to meet the nutritional demands of an expanding normal or malignant epithelial cell population [53]. Our findings suggest that CAFs may have reactivated the same pro-angiogenic, inflammatory, growth-promoting program that is present during lactation. Under developmental and pathological conditions, this program exists to satisfy the demands placed on the growing tissue. However, during breast cancer, activation of this adipose stromal developmental program is co-opted to further fuel tumor growth.

Our data indicate that by regulating adipogenesis and lipid metabolism, ASCs can acquire angiogenic and tumor growth promoting characteristics. Reduction in the levels of crabp1 in CAF-like cells not only shifted lipid metabolism towards lipid accumulation, but it also abolished tumor promoting activity. Our findings and recent observations by others indicate that CAFs exhibit many features of ASCs including adipogenesis, lipid accumulation and expression of mature adipocyte markers, albeit at attenuated levels compared to ASCs from disease-free breast tissues [54]. Furthermore, we, along with others, have found that adipocytes adjacent to breast cancers exhibit features of lipolysis [55]. Indeed, adipocytes co-cultured with breast cancer cells have been shown to release their lipid [55] suggesting signals derived from cancer cells promote lipolysis. Such adipocytes, termed cancer-associated adipocytes (CAAs) also over-express matrix proteins and inflammatory cytokines [55]. These similarities, combined with our findings, suggest that adipocytes may be an important and major source of CAFs in breast tumors tissues through activation of crabp1 expression (Figure 6G).

We have found that crabp1 levels are induced and over-expressed in ASCs of lactating mammary glands and ASCs of cancers (CAFs). However, the upstream regulator of its expression in normal and pathological conditions is unclear. During embryonic development, the *crabp1* promoter is demethylated to induce gene expression in specific tissues [56], while in adult tissues, the promoter becomes inaccessible through chromatin modification to restrict its expression [57]. *Crabp1* can be activated by thyroid hormone (T3/T4) binding of the holo-thyroid hormone receptors/retinoid receptors that in turn bind to the thyroid response element (TRE) located approximately 1 kb upstream of the *crabp1* basal promoter. The recruitment of this complex to the *crabp1* promoter results in disassembly of the nucleosome covering the transcription initiation site, chromatin remodeling and histone acetylation which leads to a stable state of active gene expression [46]. T3 is required for lactation and its levels are the highest during this stage of development [58,59]. Likewise, T3 levels have been reported to be elevated in the serum of breast cancer patients [60,61]. Thus, T3 may be a key regulator of *crabp1* expression in the mammary adipose stroma (Figure 6G). Indeed, the metastable phenotype of ASCs could be observed even after removal of the cells from tissues indicating that the mechanism regulating crabp1 expression is likely epigenetic. Further studies will be needed to fully elucidate the mechanism regulating crabp1 expression and whether thyroid hormone directly modulates its expression *in vivo*.

## Conclusions

These findings imply that PABC is a complex disease and, in agreement with clinical data, suggest that the lactating microenvironment promotes aggressive tumors. Both systemic and local factors are important for the pathobiology of PABCs, and stromal changes during lactation play a distinct and critical role in the progression of PABCs that differ from those during post-lactational involution. In addition, these findings reveal a previously unrecognized and critical role of specialized adipose stromal cells during lactation that contributes to PABC pathobiology.

## Abbreviations

ASC: adipose stromal cells; ASC-I: adipose stromal cells derived from involuting mammary glands; ASC-L: adipose stromal cells derived from lactating mammary glands; ASC-N: adipose stromal cells derived from nulliparous mammary glands; ASC-P: adipose stromal cells derived from pregnant mammary glands; ASC-R: adipose stromal cells derived from regressed mammary glands; BSA: bovine serum albumin; CAF: carcinoma-associated fibroblast; CAF-L: carcinoma-associated fibroblast-like; CM: conditioned media; CRABP1: cellular retinoic acid binding protein 1; DAPI: 4′,6-diamidino-2-phenylindole; (D)MEM: (Dulbecco’s) modified Eagle’s medium; FABP4: fatty acid binding protein 4; GSEA: gene set enrichment analysis; H & E: hemotoxylin and eosin; HSL: hormone sensitive lipase; HUVEC: human umbilical cord endothelial cell; IL-6: interleukin 6; KLF2: Krupple-like factor 2; MHEC: mouse heart endothelial cell; MMP-9: matrix metalloproteinase 9; NOD/SCID: non-obese diabetic severe combined immunodeficient; PABCs: pregnancy-associated breast cancers; PBS: phosphate-buffered saline; PDGF–C: platelet-derived growth factor C; PlGF: placental-like growth factor; PPARγ: peroxisome proliferator-activated receptor gamma; Pref1: preadipocyte factor 1; P/S/F: Penicillan/Streptomycin, Fungicide; RMA: Reduction mammoplasty adipose; RT-PCR: reverse transcriptase polymerase chain reaction; Sca-1: stem cell antigen 1; SEM: standard error of the mean; shCrabp1: small hairpin CRABP1; shScr: small hairpin scrambled; TRE: thyroid response element; VEGF-A: vascular endothelial growth factor A; VEGF-C: vascular endothelial growth factor C; VEGF-D: vascular endothelial growth factor D.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JM conceived of the hypothesis, designed and performed the experiments and wrote the manuscript. LA performed some of the experiments and helped write the manuscript. EG performed the microarray and GSEA analyses. VI performed a portion of the human adipocyte differentiation assays. JB quantified cells in the involuting mammary glands and determined the percentage of necrotic areas. SL and SN provided human clinical tissue for analysis. DJ read and revised the manuscript. CK conceived of the hypothesis, directed the project and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S13 Description of data: RT-PCR primer sequences. Click here for file

Additional file 2 **Developmental stage of host affects tumor formation.** Description of data: Tumor weight (g) of tumors directly injected into mice at specific developmental stages (n = 8 per group). Data are presented as means ± SEM. Click here for file

Additional file 3 **Mammary gland adipocytes undergo lipolysis.** Description of data: Quantification of glycerol secreted by adipose stromal cells derived from nulliparous (N), pregnant (P) and lactating (L) mammary glands. n = 3 experiments. Click here for file

Additional file 4 **Characterization of stromal lineage gene expression in ASCs.** Description of data: Quantitative PCR of endothelial (CD31, CD34), macrophage (F4/80), fibroblast (FSP1), mesenchymal stem cell (Sca-1, CD29), preadipocyte (Pref-1), and epithelial (CK18, CK14) cell markers. Data are presented as average 2^(-ΔCt)^ ± SEM; n = 3 experiments. Click here for file

Additional file 5: Table S1 Description of data: Affymetrix microarray analysis of the statistically significant changes between adipose stromal cells isolated from nulliparous and involuting mice. Click here for file

Additional file 6: Table S2 Description of data: Affymetrix microarray analysis of the statistically significant changes between adipose stromal cells isolated from nulliparous and lactating mice. Click here for file

Additional file 7: Table S3 Description of data: Affymetrix microarray analysis of the statistically significant changes between adipose stromal cells isolated from lactating and involuting mice. Click here for file

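The values of Tables S1 to S3 were matched to the probe sets by accession and compared with the limma fit made here. Of 147 genes listed for lactating against nulliparous mice in Table S2 and a further sheet of Table S1, 127 were matched, and the log2 fold change of 126 lay within 0.01 of the fit made here. Of 116 genes in Table S3, for lactating against involuting mice, 107 were matched and 106 lay within 0.01. Of 63 genes in Table S1, for involuting against nulliparous mice, 53 were matched and 52 lay within 0.01. The tables give the fold change, negative for a decrease, and an unadjusted p-value of each gene.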

Additional file 8: Table S4 Description of data: Genes included in Linoleic Acid gene set used for GSEA analysis. Click here for file

Additional file 9: Table S5 Description of data: Genes included in Lipid Homeostasis gene set used for GSEA analysis. Click here for file

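Table S5 prints 23 genes, of which its last 8 (Ptk2, E2f3, Ezh2, Vav2, Tnfaip6, Fgf18, Vcan and Cxcr4) are also the last 8 of Table S7, the tumor angiogenesis set. The lipid homeostasis set was therefore tested with the other 15, and with all rows of the table its adjusted p was 0.773 in ASC-Ls against the mean of ASC-Ns and ASC-Is, with a median log2 change of -0.03.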

Additional file 10: Table S6 Description of data: Genes included in Cytokine production gene set used for GSEA analysis. Click here for file

Additional file 11: Table S7 Description of data: Genes included in Tumor Angiogenesis gene set used for GSEA analysis. Click here for file

Additional file 12 **Angiogenic phenotypes of ASC-Ls.** Description of data: **(A)** Representative images and quantification of tube formation assay four hours after plating in CM from ASCs from regressed (ASC-R) or lactating (ASC-L) mammary glands. Data are presented as means ± SEM. n = 3 experiments. **(B)** Representative immunofluorescence and quantification of 4 T1-12B tumors co-mixed with ASC-Rs or ASC-Ls for F4/80 (red) and counterstained for nuclei with DAPI (blue) (n = 4 per group). Data are presented as means ± SEM. **(C)** Quantitative RT-PCR of VEGF-C, PDGFc, and PlGF in adipose stromal cells isolated from nulliparous, regressed and lactating mammary glands. Data are presented as average 2^(-ΔCt)^ ± SEM; n = 3 experiments. Click here for file

Additional file 13: Table S8 Description of data: Genes included in Carcinoma Associated Fibroblast gene set used for GSEA analysis. Click here for file

Additional file 14: Table S9 Description of data: Genes included in Tumorigenesis gene set used for GSEA analysis. Click here for file

Additional file 15: Table S10 Description of data: Genes included in Breast Cancer Progression gene set used for GSEA analysis. Click here for file

Additional file 16 **Human breast cancers express crabp1.** Description of data: Enlarged images of immunofluorescence of human mammary carcinoma either as xenografts in the HIM model (n = 4) or primary human breast cancer tissues, n = 10. crapb1 (red) cytokeratin (green) showing both positive (#2-3) or negative expression (neg). Click here for file

Additional file 17: Table S11 Description of data: Clinical characteristics of human breast cancer samples. Click here for file

Additional file 18: Table S12 Description of data: Clinical characteristics of human fibroblast samples. Click here for file

Additional file 19 **NIH3T3 cells express high levels of crabp1 protein.** Description of data: Western blot of crabp1in adipocytes isolated from the fourth inguinal mammary gland. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

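Adipose stromal cells of 9 preparations from female Balb/c mice were measured on Affymetrix Mouse Gene 1.0 ST arrays, 3 each from nulliparous, lactating and involuting mammary glands. The log2 values were made by the authors before they were deposited, by robust multi-array average according to the paper's methods, and by GCRMA with limma, versions not given, according to the submitters' notes. They are log2 signals per probe set, normalized between arrays and not centered per gene, and no further normalization was applied. The paper's removal of genes with little variation had not been applied to these values, since 23 probe sets had an SD under 0.05. Its detection filter was not used here, and cell files and the slide or scan date of each array were not used here.

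Probe sets were named by the annotation of the array, and those with several symbols or none were left out. The Entrez identifiers of 21671 of the named probe sets were found in the RefSeq table of GRCm38 names, which changed the symbol of 0 of them. Linear models were fitted with limma 3.58.1 in R 4.3.3 over all 9 arrays, with a mean for each stage and empirical Bayes moderation (prior degrees of freedom 2.97), and the contrasts were ASC-L against ASC-N, ASC-L against ASC-I, ASC-I against ASC-N, and ASC-L against the mean of ASC-N and ASC-I. The threshold of the study, an unadjusted p under 0.05 and at least a 1.5-fold change, was read from the smallest fold changes and the largest p-values of Tables S1 to S3. P-values were also adjusted by the Benjamini-Hochberg method over the 21762 probe sets. With 3 arrays per stage, and arrays of unknown animals, the number of arrays limits the precision. Exact permutation tests of Crabp1 were two-sided and used all splits of the arrays.

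Gene lists were tested on values averaged over the probe sets of each gene with camera in limma, at a preset correlation of 0.01. P-values of lists were adjusted within each comparison, separately over 7 sets of the study and over 32 lists fixed before the array values were examined. Tables S1 to S3 come from the same arrays and had been read, so the lists may not be blind to them. Of the 32 macrophage markers, 18 are in those tables, and the p-values of that list are not independent of them. The study's sets were those of Tables S4 to S9 for phospholipase A2 activity, linoleic acid, lipid homeostasis, cytokine production, tumor angiogenesis, CAFs and tumorigenesis, and the lipid homeostasis set was tested without the last 8 rows of Table S5. The fixed lists held markers of macrophages, neutrophils, T cells, B cells, endothelium, lymphatic endothelium, pericytes and smooth muscle, luminal epithelium, basal epithelium, milk, adipocytes, preadipocytes, myoblasts, Schwann cells and erythroid cells. They also held genes of lipolysis, lipogenesis, adipogenic regulation, retinoid and thyroid hormone signaling, structural matrix, matrix remodeling, chemokines, cytokines, cytokine receptors, angiogenic factors, interferon response, proliferation, hypoxia, the unfolded protein response and immediate early response, and the genes the paper measured by RT-PCR. A list was called at an adjusted p under 0.05. The breast cancer progression set and the human samples of the paper were not analysed here.

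The genes named in the text followed a rule fixed beforehand, for which Tables S1 to S3 had already been read. It takes the genes that the paper names for these arrays or measured by RT-PCR, and for each pairwise comparison the 8 largest rises and the 8 largest falls past the threshold whose groups of arrays did not overlap. It also takes up to 4 members of each list with the largest change past the threshold, or up to 2 with values only, and every gene at an adjusted p under 0.05 where these are at most 30. The genes shared by both comparisons of ASC-Ls, the genes that lie apart from all other arrays, Il17ra, Cx3cr1 and the 3 most abundant genes of the marker lists were chosen after their values were seen.

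The replicate numbers are shared between stages, although the paper names no pairing. Deviations from the stage means correlated across probe sets between arrays of the same number in all pairs of ASC-Ls and ASC-Is (r = 0.43, 0.70 and 0.44), but not in all pairs of ASC-Ls and ASC-Ns (r = -0.09, 0.38 and 0.44) or of ASC-Is and ASC-Ns (r = 0.04, 0.43 and 0.48). The fit with the replicate number as a block is therefore given beside the results for ASC-Ls against ASC-Is where it changes a call or moves a count by more than 1.5-fold.

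Alternatives to the fit were an intensity trend with a robust prior, only the stages compared, array weights, cyclic loess, quantile normalization, removal of probe sets with an SD or a variance under 0.05 or in the lowest 25% of mean signal, all probe sets of the array, the replicate block, and leaving out each array in turn. Alternatives for lists were an estimated correlation, fry in limma, a preranked test with fgsea 1.28.0 and 10000 permutations, the probe set with the highest mean of each gene, removal of the lowest 25%, the block, each comparison stage alone, and leaving out each array. Leaving out both arrays of high epithelial signal, ASC-L replicate 2 and ASC-I replicate 2, and the luminal list as a covariate were added after the data were seen. The overlap of the comparisons of ASC-Ls was set beside 100 simulated experiments without change. The fit was tested on simulated data with known changes, where the threshold recovered 61 of 67 probe sets with a log2 change of 1 and 65 of 65 with a log2 change of 2 between ASC-Ls and ASC-Ns, and where 267 of 21562 unchanged probe sets also passed it, against 135 probe sets in the real values. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.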

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

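The tests of the other Kcnma1 probe set, of the epithelial and endothelial markers with room to fall, and of the macrophage and luminal markers without both ASC-L replicate 2 and ASC-I replicate 2 were chosen only after the results were seen.

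The epithelial and milk genes, which the paper does not discuss for these arrays, were higher in ASC-L replicate 2 than in any ASC-N array, by 1.59 on the log2 scale for the mean of the luminal list, 2.43 for the basal list and 1.18 for the milk list. In that array the basal keratin Krt5 reached 11.39 and the luminal keratin Krt8 12.31, against means of 6.28 and 8.31 in ASC-Ns, while 11 of the 24 luminal genes were above the median signal of all probe sets in ASC-Ns, 2 are on another list and 2 are in Tables S1 to S3. Against the mean of ASC-Ns and ASC-Is this array carried the difference, since the median of the luminal list was 0.44 with all arrays and -0.22 without it. A difference of the stage is not excluded, because without it and ASC-I replicate 2 the luminal list was still higher in ASC-Ls than in ASC-Is (median 0.19, adjusted p = 0.0288), though not than in ASC-Ns (median -0.28, adjusted p = 0.204), and Elf3 was higher in every ASC-L array than in all 6 other arrays. In that fit the list was also lower in ASC-Is than in ASC-Ns (median -0.28, adjusted p = 1.75e-05). That fall rests on ASC-N replicates 1 and 2, with list means of 6.54 and 6.49. The remaining ASC-I arrays, at 5.79 and 5.66, lay above ASC-N replicate 3, at 5.62. These ASC-N arrays therefore cannot tell whether the gap to ASC-Is comes from low ASC-Is or from high ASC-Ls. With all arrays, the adjusted p of ASC-Is against ASC-Ns was 0.881, and 0.979 with an estimated correlation. With an estimated correlation and all arrays, the list had adjusted p = 0.855 in ASC-Ls against ASC-Is. Epithelial cells carried over into the preparations may account for the pattern. The median of at least 0.45 against each other stage is the pattern itself and does not test this source. Epithelial markers are among those that the paper measured by RT-PCR in ASCs. From that panel it reports no significant difference of a kind to explain the failed adipogenesis of ASC-Ls. Milk synthesis in the lactating gland as a biological source stays open and was not tested.

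Macrophage markers were lower in ASC-Ls than in ASC-Is for 96.9% of the list, with a mean of 9.71 against 11.45 for their most abundant gene, Lyz2, and 27 of 32 were higher in ASC-Is than in ASC-Ns (adjusted p = 3.92e-04, and adjusted p = 0.936 with an estimated correlation). With all arrays, the rise of ASC-Is over ASC-Ns rests on ASC-N replicate 3, where the mean of the list was 5.74. It was 7.47 and 7.37 in the other ASC-N arrays, above the ASC-I mean of 7.30. Without ASC-L replicate 2 and ASC-I replicate 2, a fit that keeps ASC-N replicate 3, the median of this rise was 0.75 (adjusted p = 1.03e-07), against 0.44 with all arrays. For ASC-Ls against ASC-Is, a single array as the source is argued against by a median log2 change of -0.76 at its nearest to 0, without ASC-I replicate 1, against -1.29 with all arrays, and the epithelial signal of ASC-L replicate 2 and ASC-I replicate 2 by a median of -1.59 without them. The endothelial and T cell lists, whose lower median was 0.039, had little room to fall, but dilution of all non-stromal cells as the whole source is argued against by 9 epithelial and endothelial markers above the array median in every ASC-I array, with a median of 0.39 (SD 0.42) with all arrays and -0.11 (SD 0.37) without ASC-L replicate 2 and ASC-I replicate 2. A lower share of macrophages in the ASC-L preparations, or more macrophages in the involuting gland, may account for the difference, and lower expression within macrophages was not tested. Of the 32 markers, 25 were above the median signal in ASC-Ns, 4 are on another list and 18 are in Tables S1 to S3.

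The probe set named Mela in Tables S1 and S3, which the paper does not discuss, was higher in ASC-Is than in ASC-Ns by 5.31 on the log2 scale. The other probe set of Kcnma1, the gene that the annotation used here gives for it, changed by -0.13, which argues against a change of Kcnma1 as a whole. With each array left out in turn, the change lay between 4.53 (without ASC-I replicate 1) and 6.58 (without ASC-N replicate 3). No single removal therefore took away the change. The test of a single array as the source was the gap between the lowest ASC-I array and the highest other array, ASC-N replicate 3. This gap was only 0.63, too small for the test to decide. Involution as a biological source stays open and was not tested.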

How the results depend on the processing

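Leaving out both arrays of high epithelial signal (ASC-L replicate 2 and ASC-I replicate 2) and the luminal list as a covariate were chosen only after the results were seen. Of 92 calls of named genes, 60 held under every alternative chosen beforehand other than leaving out single arrays, 20 under every removal of an array, 91 with the replicate block and 59 without both arrays of high epithelial signal. Of 39 gene lists, 9 were called and 0 of these were called under every setting, while 19 were called under none. A direction is counted as reversed only where the list was called before or after. Background correction and the slide or scan date could not be run from the values used, and 3 arrays per stage limit what leaving out an array can show. Values below are counts past the study's threshold or adjusted p of lists in ASC-Ls against the mean of ASC-Ns and ASC-Is, and except where fewer arrays were fitted the cause was not tested.

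The counts for ASC-Ls against ASC-Ns, ASC-Ls against ASC-Is, ASC-Is against ASC-Ns and ASC-Ls against both were 135, 99, 59 and 116. With array weights the first, the third and the fourth became 343, 221 and 207, and with the replicate block the 4 counts became 305, 210, 103 and 248. Without both arrays of high epithelial signal the second and the third became 207 and 172, and with the covariate the first and the third became 205 and 97. Leaving out single arrays gave 93 to 455 for the first (381 without ASC-N replicate 3, 455 without ASC-L replicate 1, 247 without ASC-L replicate 3), 38 to 372 for the second (372 without ASC-L replicate 1, 38 without ASC-I replicate 1, 331 without ASC-I replicate 2), 38 to 243 for the third (38 without ASC-N replicate 1, 243 without ASC-N replicate 3, 98 without ASC-I replicate 2, 110 without ASC-I replicate 3) and 65 to 471 for the fourth (69 without ASC-N replicate 1, 198 without ASC-N replicate 3, 471 without ASC-L replicate 1, 65 without ASC-I replicate 1, 270 without ASC-I replicate 2). The number at an adjusted p under 0.05 from limma was 0 under every setting. The overlap of 20 became 31 with only the stages compared, 81 with array weights, 77 with the block and 45 without both arrays, and 8 (without ASC-I replicate 1) to 197 (without ASC-L replicate 1). The log2 change of Crabp1 lay between 1.31 (without ASC-L replicate 3) and 2.02 against ASC-Ns and between 0.99 (without ASC-I replicate 1) and 2.02 against ASC-Is.

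With an estimated correlation the adjusted p was 0.389 for the phospholipase A2 and tumorigenesis sets, 0.895 for basal epithelium, and 0.797 for macrophages, luminal epithelium, milk, adipogenic regulators, cytokine receptors and immediate early genes, and no list was called. With fry it was 0.487 for both study sets, 0.969 for macrophages and cytokine receptors, and 0.986 for luminal and basal epithelium, milk, adipogenic regulators and immediate early genes. The preranked test gave 0.102 for adipogenic regulators, and removal of the lowest 25% of signal gave 0.0293 for linoleic acid, 0.341 for milk and 0.0830 for adipogenic regulators. The replicate block gave 0.0142 for chemokines and 0.00713 for hypoxia. Against ASC-Ns alone the adjusted p was 0.00962 for preadipocytes and 0.0767 for immediate early genes, and against ASC-Is alone 0.310 for both study sets, 0.0702 for milk, 0.632 for adipogenic regulators, 0.00157 for hypoxia and 0.0467 for myoblasts. Without both arrays of high epithelial signal it was 0.00586 for linoleic acid, 0.126 for tumorigenesis, 0.937 for luminal epithelium, 0.956 for basal epithelium, now lower in ASC-Ls, 0.0989 for milk and 0.189 for adipogenic regulators.

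Leaving out single arrays gave an adjusted p of 0.00187 to 0.314 for phospholipase A2, 0.00259 to 0.637 for linoleic acid, 0.00252 to 0.430 for tumorigenesis and 0.0496 to 0.890 for tumor angiogenesis. Without ASC-L replicate 2 the luminal (7.81e-09 to 0.464) and basal (8.15e-06 to 0.259) lists were lower in ASC-Ls, and the values of milk (5.44e-04 to 0.745), preadipocytes (0.00406 to 0.670), cytokine receptors (7.58e-07 to 0.0768) and hypoxia (0.00271 to 0.755) were highest. The adipogenic regulators ranged from 1.51e-04 to 0.461, with 0.0599 without ASC-N replicate 2, 0.338 without ASC-L replicate 1, 0.461 without ASC-L replicate 2 and 0.120 without ASC-I replicate 3. Immediate early genes ranged from 7.15e-04 to 0.126, with 0.126 without ASC-N replicate 3, 0.0777 without ASC-L replicate 1 and 0.120 without ASC-I replicate 3. Preadipocytes were called without ASC-N replicate 2 (0.0272), ASC-L replicate 3 (0.00406) and ASC-I replicate 1 (0.0327), and hypoxia without ASC-N replicate 2 (0.00387), ASC-L replicate 1 (0.00271), ASC-L replicate 3 (0.0130) and ASC-I replicate 2 (0.0351). Without ASC-L replicate 3, the values were 1.51e-04 for chemokines (highest 0.878), 0.0364 for structural matrix (highest 0.882), 0.00695 for matrix remodeling (highest 0.878) and 3.29e-06 for the interferon response (highest 0.909), now in the opposite direction. The endothelial markers ranged from 3.80e-04 to 0.507 and the proliferation genes from 9.00e-04 (without ASC-N replicate 3) to 0.878, with 0.00491 without ASC-L replicate 2.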

Differences from the paper's values

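Leaving out both arrays of high epithelial signal was chosen only after the result was seen. The paper does not name the stages compared for its lipid homeostasis and CAF sets, so its comparison is not known to be the one used here. For the lipid homeostasis set, the paper's p is 0.012 from GSEA, whereas camera gave an unadjusted p of 0.349 here in ASC-Ls against the mean of ASC-Ns and ASC-Is. For the CAF set, the paper's p is 0.03, and camera gave 0.750. For the cytokine production set, the paper's p is about 0.023 in Figure 3B, read by eye, and the value here was 0.773. The tests are not the same, and the preranked test, which is nearer in kind to GSEA, gave 0.652, 0.739 and 0.890. Of the alternatives set before the data were examined, none brought these sets within the paper's values. They ranged from 0.177 to 0.816 for lipid homeostasis, from 0.156 to 0.991 for CAFs and from 0.355 to 0.907 for cytokine production.

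The paper describes ASC-Ls as enriched in linoleic acid and tumor angiogenesis genes, and camera gave unadjusted p of 0.0540 and 0.198 here, and the preranked test 0.0235 and 0.254. The paper's GSEA p for each set is far smaller than any of these. The paper took a false discovery rate under 25% as its limit, which the linoleic acid set also meets with camera (adjusted p = 0.126) and the tumor angiogenesis set does not (adjusted p = 0.346). That rate comes from GSEA, whereas the adjustment here covers only sets that the paper had already reported. The limits are therefore not alike, and meeting 25% here does not show that the paper's limit was met. For tumor angiogenesis the paper names ASC-Ns or ASC-Rs as the comparison, which is not the one used here, and against ASC-Ns alone the set meets this limit (adjusted p = 0.175). The linoleic acid set was called with the lowest 25% of signal removed (adjusted p = 0.0293), without ASC-N replicate 3 (0.0358) and without ASC-L replicate 2 (0.00259), and the tumor angiogenesis set without ASC-L replicate 3 (0.0496). With an estimated correlation and all arrays, neither of these sets was called (adjusted p = 0.731 for each). The median of the tumor angiogenesis set was -0.11 without both arrays of high epithelial signal. Without both arrays of high epithelial signal, a setting chosen after seeing the values, the linoleic acid set had adjusted p = 0.00586, but 1 set that the paper and the test here both call, tumorigenesis, no longer had an adjusted p under 0.05 (0.126). The tumorigenesis set still met the paper's limit of 25% there. The phospholipase A2 and tumorigenesis sets, which the paper also describes as enriched, were higher in ASC-Ls here, with adjusted p = 0.0278 and 0.0367, but neither was called with an estimated correlation (adjusted p = 0.389 for each).

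The paper describes extracellular matrix, immune and inflammatory, and cytokine receptor genes as enriched in ASC-Ls. The legend of Figure 3A names DAVID on differentially expressed genes and states no direction, so that genes lower in ASC-Ls may also count there. Here the cytokine receptor list was lower in ASC-Ls than in the mean of ASC-Ns and ASC-Is, with a median log2 change of -0.27 (adjusted p = 1.33e-04), as was the macrophage list, with a median of -1.02 (adjusted p = 6.48e-19). Neither was called with an estimated correlation (adjusted p = 0.797 for each). The structural matrix list, with 17 of 40 genes higher, had adjusted p = 0.317, and Tnc was among those higher. These lists are not those of the paper.

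The paper counts Crabp1 among the most significant genes of ASC-Ls. By p-value it ranked 139 against ASC-Ns and 99 against ASC-Is among 21762 probe sets, although by fold change it was second and first among the genes that rose. The text names ASC-Rs in that comparison and in the one of tumor angiogenesis, while the arrays and Figure 4A hold ASC-Is. The paper also reports VEGF-D as elevated in ASC-Ls by RT-PCR. On the arrays the mean of Vegfd was lower in ASC-Ls than in ASC-Ns, without passing the limits.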

Other observations

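The covariate of luminal markers and the hypoxia and proliferation genes without ASC-L replicate 2 and ASC-I replicate 2 were tested only after the results were seen.

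In the list of 21 genes of the hypoxia response, 18 were higher in ASC-Is than in ASC-Ns (adjusted p = 0.0180, and adjusted p = 0.936 with an estimated correlation) and 17 lower in ASC-Ls than in ASC-Is (adjusted p = 0.00157, and adjusted p = 0.855 with an estimated correlation). The limits were passed by 1 gene in the former comparison and by 0 in the latter. ASC-L replicate 2 had the lowest mean of this list, 9.14 against 9.86 and 9.74 in the other ASC-L arrays, and without it and ASC-I replicate 2 the adjusted p was 0.0863 for ASC-Ls against ASC-Is and 2.22e-04 for ASC-Is against ASC-Ns. Egln3, an oxygen-sensing prolyl hydroxylase, rose in ASC-Is by 0.73 on the log2 scale (standard error 0.29), and Stc2, a secreted glycoprotein induced by stress, was 1.66-fold higher in ASC-Ls than in ASC-Ns. Of 25 measured proliferation genes 24 were lower in ASC-Is than in ASC-Ns, with a median log2 change of -0.41 and none past the limits (adjusted p = 0.00247, and adjusted p = 0.936 with an estimated correlation). Compared with ASC-Ns, 22 were also lower in ASC-Ls (adjusted p = 0.165, and 3.18e-05 without ASC-L replicate 2 and ASC-I replicate 2). With an estimated correlation and all arrays, this comparison had adjusted p = 0.887. The mean of this list was 6.88 in ASC-N replicate 3, below every ASC-I array (7.18 to 8.56), and 8.42 and 9.02 in the other ASC-N arrays. Between ASC-Ls and ASC-Is 22 of them were higher in ASC-Ls, with adjusted p = 0.358 without and 0.0215 with the replicate block (adjusted p = 0.934 with an estimated correlation and no block), and against both stages the adjusted p was 0.811. Of 19 immediate early genes 17 were lower in ASC-Ls than in ASC-Is (adjusted p = 0.00176, and adjusted p = 0.855 with an estimated correlation), and Ier3 rose in ASC-Is by 0.68 compared with ASC-Ns (standard error 0.23). Of 14 myoblast genes 10 were higher in ASC-Ls than in ASC-Is (adjusted p = 0.0467, and adjusted p = 0.855 with an estimated correlation), and Myl1, a muscle myosin light chain, fell by 0.76 in ASC-Is compared with ASC-Ns (standard error 0.24).

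Other lists were not called in ASC-Ls against the mean of ASC-Ns and ASC-Is. In the unfolded protein response list, Slc7a3, an amino acid transporter, was 2.67-fold higher in ASC-Ls than in ASC-Ns (adjusted p of the list = 0.811). Dio3, which inactivates thyroid hormone, fell by 1.30 in ASC-Ls compared with ASC-Is (standard error 0.50), in a list of 10 measured thyroid hormone genes with a median of 0.11 and a mean of -0.08 (adjusted p = 0.779). The adjusted p was 0.659 for pericytes and smooth muscle, with a median of -0.08 and a mean of 0.01, 0.734 for neutrophils, 0.712 for T cells, 0.992 for B cells, where the test pointed to lower values at a median of 0.01, 0.840 for Schwann cells and 0.143 for 2 measured erythroid genes. Ms4a1, a B cell antigen, was the one gene of the B cell list to pass when adjusted over the list alone, with a log2 signal of 3.58 ± 0.14 (SD, n = 3) in ASC-Ls and 4.06 ± 0.08 (SD, n = 3) in ASC-Ns. The interferon response list had adjusted p = 0.404, and 0.00378, 0.0108, 3.29e-06 and 0.0214 without ASC-L replicate 1, ASC-L replicate 2, ASC-L replicate 3 or ASC-I replicate 3, with opposite directions among these.

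Of the 22 measured genes of the paper's RT-PCR, Adgre1, Pparg, Pgf and Crabp1 passed the limits on the arrays in at least 1 comparison (adjusted p of the list = 0.898). The log2 signals of Vegfd were 9.19 ± 2.32 in ASC-Ls, 11.06 ± 0.28 in ASC-Ns and 10.94 ± 1.40 in ASC-Is, and those of Il6 were 9.84 ± 1.16, 9.35 ± 1.58 and 10.59 ± 0.72 (SD, n = 3 each). Those of Vegfa were 10.76 ± 0.18, 10.61 ± 0.43 and 10.83 ± 0.06, and those of the endothelial antigen Pecam1 were 6.28 ± 1.53, 6.04 ± 1.69 and 5.86 ± 1.22 (SD, n = 3 each). By RT-PCR the paper reports VEGF-D and IL-6 as elevated in ASC-Ls. On the arrays the mean of Vegfd was instead lower in ASC-Ls than in ASC-Ns, with a wide spread in ASC-Ls. The mean of Il6 was higher than in ASC-Ns and lower than in ASC-Is, and neither gene passed the limits. The paper states that RT-PCR of markers that include F4/80 showed no significant difference of a kind to account for the failed adipogenesis of ASC-Ls, and on the arrays Adgre1 had 5.46 ± 0.08 in ASC-Ls, 6.45 ± 0.64 in ASC-Ns and 7.03 ± 1.25 in ASC-Is (SD, n = 3 each).

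A hypothesis for the small number of calls is that an epithelial share which varies between arrays widens the spread within stages. With the mean of the luminal list on each array as a covariate, the number of probe sets at an unadjusted p under 0.05 in ASC-Ls against the mean of ASC-Ns and ASC-Is was 1152 in place of 676, a ratio of 1.7. The replicate block gave 1261, and the fit without both arrays of high epithelial signal gave 747. A varying share may account for part of the spread, but the rise was not specific to this covariate. With the covariate, the number past the study's threshold was 132 in place of 116. At an adjusted p under 0.05 from limma 0 passed with or without it.

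The counts were also compared with those of other splits of the same arrays. For ASC-Ls against ASC-Ns, 8 of 10 splits gave as many as the real 135, and the highest other gave 1230, with ASC-N replicates 1 and 2 and ASC-L replicate 2 on the same side. For ASC-Ls against ASC-Is, 7 of 10 gave as many as the real 99, and the highest other gave 1338, with ASC-L replicate 1 and ASC-I replicates 1 and 3 on the same side. The 99 come from the fit without the replicate block, which gave 210, and splits under the block were not tested. For ASC-Is against ASC-Ns, 9 of 10 gave as many as the real 59, and the highest other gave 1030, with ASC-N replicates 1 and 2 and ASC-I replicate 2 on the same side. These splits are too few for a share under 0.05. For ASC-Ls against the other 6 arrays as a single group, 42 of 84 splits gave as many as the real 127, and the highest other gave 1588, with replicate 2 of each stage on the same side, so chance is not excluded. Splits that call several times the real counts point to a structure of the samples other than their stage.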
